# Reduced dosage of *β-catenin* provides significant rescue of cardiac outflow tract anomalies in a *Tbx1* conditional null mouse model of 22q11.2 deletion syndrome

**DOI:** 10.1371/journal.pgen.1006687

**Published:** 2017-03-27

**Authors:** Silvia E. Racedo, Erica Hasten, Mingyan Lin, Gnanapackiam Sheela Devakanmalai, Tingwei Guo, Ertugrul M. Ozbudak, Chen-Leng Cai, Deyou Zheng, Bernice E. Morrow

## Abstract

The 22q11.2 deletion syndrome (22q11.2DS; velo-cardio-facial syndrome; DiGeorge syndrome) is a congenital anomaly disorder in which haploinsufficiency of *TBX1*, encoding a T-box transcription factor, is the major candidate for cardiac outflow tract (OFT) malformations. Inactivation of *Tbx1* in the anterior heart field (AHF) mesoderm in the mouse results in premature expression of pro-differentiation genes and a persistent truncus arteriosus (PTA) in which septation does not form between the aorta and pulmonary trunk. Canonical *Wnt/β-catenin* has major roles in cardiac OFT development that may act upstream of *Tbx1*. Consistent with an antagonistic relationship, we found the opposite gene expression changes occurred in the AHF in *β-catenin* loss of function embryos compared to *Tbx1* loss of function embryos, providing an opportunity to test for genetic rescue. When both alleles of *Tbx1* and one allele of *β-catenin* were inactivated in the *Mef2c-AHF-Cre* domain, 61% of them (n = 34) showed partial or complete rescue of the PTA defect. Upregulated genes that were oppositely changed in expression in individual mutant embryos were normalized in significantly rescued embryos. Further, *β-catenin* was increased in expression when *Tbx1* was inactivated, suggesting that there may be a negative feedback loop between canonical Wnt and *Tbx1* in the AHF to allow the formation of the OFT. We suggest that alteration of this balance may contribute to variable expressivity in 22q11.2DS.

## Author summary

To understand the genetic relationship between Tbx1 and canonical *Wnt*/*β-catenin*, we performed gene expression profiling and genetic rescue experiments. We found that *Tbx1* and *β-catenin* may provide a negative feedback loop to restrict premature differentiation in the anterior heart field. This is relevant to understanding the basis of variable expressivity of 22q11.2DS, caused by haploinsufficiency of *TBX1*.

## Introduction

The 22q11.2 deletion syndrome (22q11.2DS), also known as velo-cardio-facial syndrome (MIM# 192430) or DiGeorge syndrome (MIM# 188400) is a congenital malformation disorder that is caused by a hemizygous 1.5–3 million base pair (Mb) deletion of chromosome 22q11.2. It occurs with a frequency of 1:1,000 fetuses [1] and 1:4,000 live births [2]. Approximately 60–70% of affected 22q11.2DS individuals have congenital heart disease (CHD) due to malformations of the aortic arch and/or cardiac outflow tract [3]. There are over 46 known coding genes in the 3 Mb region, including *TBX1* (T-box 1; MIM# 602054), encoding a T-box containing transcription factor [4]. *TBX1* has been considered the strongest candidate gene for CHD, based upon studies of mouse models [5–7] and discovery of mutations in some non-deleted patients [8, 9]. The basis of variable phenotypic expression is under intense investigation. Understanding responsible genetic factors upstream and downstream of TBX1 is necessary to test for relevancy as modifiers in human 22q11.2DS patients. We are taking mouse genetic approaches to identify genes and networks that may act as modifiers.

*Tbx1* heterozygous mice have mild aortic arch anomalies or ventricular septal defects, at reduced penetrance, while all homozygous null mutant mice die at birth and have a persistent truncus arteriosus (PTA), which is the most serious heart defect that occurs in 22q11.2DS patients [5–7]. In mammals, *Tbx1* is expressed strongly in the embryonic pharyngeal apparatus, but not the heart tube itself suggesting that its critical functions are in this tissue [4].

In the early vertebrate embryo, the heart forms as a bilateral cardiac crescent of mesodermal cells, termed the first heart field that fuses to form the primitive heart tube [10, 11]. Additional mesodermal cells derived from the pharyngeal apparatus, referred to as the second heart field (SHF) migrates and helps to expand the heart tube in both directions [12] [13] [13–16]. These cells remain in a progenitor state, allowing them to migrate and build the length of the heart tube, where they differentiate into smooth and cardiac muscle and endothelial cells [17, 18]. The SHF itself, can be further subdivided to the anterior heart field (AHF or anterior SHF) forming the cardiac OFT and right ventricle as well as the posterior SHF forming the inflow tract, respectively, based upon gene expression and cell lineage studies [19–21]. Of interest, *Tbx1* is strongly expressed in the pharyngeal mesoderm, including the AHF, but it is not noticeably expressed in the posterior SHF or heart tube [22–24]. One of the key functions of AHF cells is to maintain a progenitor cell state and to prevent premature differentiation. [25] Gene expression profiling of the AHF, within pharyngeal arches two to six, in *Tbx1*^*-/-*^ embryos versus wild type littermates [24] and embryonic stem cell lineage studies [22], suggest that *Tbx1* serves to restrict premature differentiation of the pharyngeal mesoderm, so as to allow the OFT to elongate properly [25]. However, the tissue specificity and key molecular mechanisms are not well defined.

The basis for premature differentiation in the AHF in *Tbx1* mutant embryos is unknown. Major signaling pathways likely have a role in this process. The canonical Wnt signaling pathway is mediated by β-catenin, which has critical functions in most aspects of embryonic development. There are multiphasic functions of Wnt/β-catenin in the pharyngeal mesoderm required for heart development [26]. Several years ago, it was shown that canonical Wnt/β-catenin has a major role in the AHF in forming the cardiac OFT [27]. Further, one study showed that increased or decreased *Wnt/β-catenin* in the pharyngeal mesenchyme (*Dermo*^*Cre*^) resulted in a decrease or increase in *Tbx1* expression, implicating antagonistic functions upstream of *Tbx1* [28]. However, genetic interaction studies were not explored nor were gene expression profiling performed to understand possible molecular connections. Such studies would provide possible modifier genes to investigate in human 22q11.2DS to understand its variable expressivity. In this report we performed genetic rescue experiments between *Tbx1* and *β-catenin* in the AHF, using mouse models.

## Results

### Constitutive *β-catenin* expression in the AHF promotes differentiation

*Wnt/β-catenin* and *Tbx1* are expressed in the opposite domains of the SHF, with *Tbx1* higher in the AHF and *Wnt/β-catenin* higher in the posterior SHF, as denoted by *Wnt2* and *Mef2c-AHF-Cre* [18] lineage compared to canonical Wnt signaling (Fig 1A–1E). We were interested in further exploring the function of *β-*catenin when completely diminished (*Mef2c-AHF-Cre/+;β-catenin*^*flox/flox*^, referred to as *β-cat LOF* [29]) or constitutively active (*Mef2c-AHF-Cre/+;β-catenin*^*Ex3/+*^ [30], referred to as *β-cat GOF*) in the AHF. 

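The *β-cat LOF* experiment comprised 4 arrays of mutant embryos and 4 of controls, taken at E9.5 with 19 to 21 somite pairs. The methods describe 27 dissected embryos per genotype, pooled in groups of 3 or 6, and 100 ng of total RNA amplified for hybridization to Affymetrix mouse Gene ST arrays. Controls were β-catenin f/+ embryos without Cre according to the methods. The labels of all 24 arrays instead name wild type and heterozygous Cre-carrying littermates, so the control genotype is not settled here. The authors excluded arrays of poor quality and kept 4 per genotype. The deposited values are log2 intensities made by the authors with RMA in the oligo package, which covers background correction, quantile normalization and gene-level summarization. The methods add ComBat and blocking for batch. The batch of each array is not given in the sources used here, so neither step was repeated, and whether ComBat is already in the values is not stated. Arrays numbered 1 and 2 set against 3 and 4 gave 4275 genes at an adjusted p under 0.05 in the *Tbx1 LOF* experiment and 800 in this one. A difference between those arrays therefore remains in the values, whatever correction they had, and the main fit does not model it. Values ran from 3.62 to 14.56, and the medians of these 8 arrays lay between 8.00 and 8.14. Of the probe sets, 21789 carried 1 gene symbol and were kept. Those of the same gene were averaged, which left 19938 genes. All 24 arrays of the *β-cat LOF*, *Tbx1 LOF* and rescue experiments entered 1 limma fit with a mean per group. Every comparison so used the same estimate of a gene's spread. For the mean of 37 sarcomere genes the SD was 0.72 in the *β-cat LOF* controls, against 0.14 to 0.25 in the other groups. Errors of muscle genes in *Tbx1 LOF* and rescue therefore include the spread of those controls. Leaving out single arrays of the *Tbx1 LOF* or rescue experiment does not remove it. The number of arrays limits the precision. In simulated data of 19938 genes with the spread of the arrays, 85.1% of 67 genes changed by a log2 of 0.5 passed an adjusted p of 0.05. So did 94.0% of 67 genes changed by 1 and 98.5% of 66 genes changed by 1.5. Sarcomere genes varied more, with a median residual SD of 0.346 against 0.112 over all genes. The shares therefore do not give the recovery of muscle genes. *Ctnnb1*, which encodes β-catenin, read 13.27, 13.24, 13.11 and 13.09 in the mutant arrays and 13.19, 13.23, 13.19 and 13.21 in the controls, a log2 fold change of −0.03 (SE 0.06; exact permutation test, p = 0.514). How much of its single probe set covers the deleted exons was not settled, so this value checks nothing about the labels.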

To identify downstream genes affected by these changes, gene expression profiling was performed on the distal pharyngeal apparatus containing the AHF micro-dissected from *β-cat LOF* and *β-cat GOF* embryos at E9.5 (Fig 1F–1H). Note that the dissection of the AHF did not include the heart tube. In order to highlight the genes with the greatest fold change, we created a dot plot of log2 fold changes (Fig 1I). Loss of both *β-catenin* alleles in the *Mef2c-AHF-Cre* domain resulted in strongly reduced expression of muscle structural genes in the AHF, while constitutive activation of *β-catenin* in this domain, had the opposite effect and caused a strong increase in expression of the same genes in the AHF (Fig 1I). This increase was strikingly similar to that in the AHF of global *Tbx1* null mutant embryos that were previously reported [22, 24, 31]. 

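Genes of heart muscle had lower values in the AHF of *β-cat LOF* embryos than in their controls. The log2 fold change was −2.68 (SE 0.60, n = 4 arrays per group) for *Nppa*, a natriuretic peptide of the heart chambers, and −1.94 (SE 0.44, n = 4) for *Tnni3*, cardiac troponin I. Of 37 measured genes of a cardiac sarcomere list, 23 fell, 0 rose and 14 did not pass in limma when adjusted over the list alone, and 0 of 37 passed over all genes. Among those that fell were *Smpx*, a small muscle protein (−1.78, SE 0.42), and the myosin light chain gene *Myl3* (−1.32, SE 0.33). The mean over the list was −0.69 (camera, adjusted p = 4.34e-34). This call was lost when the correlation between genes was taken from the data (adjusted p = 0.0714 with an estimated correlation), and 3 of the 4 mutant arrays lay below all controls in the mean of the list (exact permutation test, p = 0.0571). A list of 14 chamber genes of the heart tube, 7 of them also sarcomere genes, moved with it: 7 fell, 0 rose and 7 did not pass when adjusted over the list alone, with a mean of −0.91 (camera, adjusted p = 7.88e-15; adjusted p = 0.0574 with an estimated correlation). *Nppb*, a second natriuretic peptide (−1.58, SE 0.41), and *Myl2*, the ventricular myosin light chain (−1.69, SE 0.55), were among the 7. Without control replicate 2 *Nppb* stood at −0.87. For *Myl2* that array read 12.56, against at most 10.09 in any other control array of the series. At an unadjusted p under 0.05 and a fold change over 1.5, 85 genes were lower and 5 higher, and 19 of the 85 belonged to the sarcomere list. At an adjusted p under 0.05 limma called 0 genes. At an unadjusted p under 0.05 it gave 1140, where chance alone gives 996.9. Control replicate 2 stood apart, with a mean sarcomere value of 1.63 relative to the average of all arrays, against 0.05 to 0.53 in the other 3 controls. Without it the mean change of the list was −0.35, with 13 genes lower when adjusted over the list alone, that of the heart tube list was −0.48, and 28 genes passed p and fold change, while without control replicate 4 these were 151 and 42 genes passed the adjusted p. Without control replicate 3, 1 gene passed the adjusted p. Markers of liver, gut and mesothelium also had a negative mean, −0.26, with 9 of 10 negative and 0 passing when adjusted over the list alone (camera, adjusted p = 0.00396, and adjusted p = 0.329 with an estimated correlation). Without control replicate 2 their mean was −0.07 (camera, adjusted p = 0.493) and without control replicate 4 it was −0.41. In replicates 1 and 2 the sarcomere list changed by −1.14 on average, and in replicates 3 and 4 by −0.24. The paper sets this loss beside the opposite change with constitutively active β-catenin, whose arrays were not analysed here. Its Discussion states that muscle differentiation in the AHF is promoted by β-catenin.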

We then examined cardiac phenotypes upon inactivation of *Tbx1* in the *Mef2c-AHF-Cre* lineage to determine whether *Tbx1* had a specific role in the AHF.

**Fig 1:**
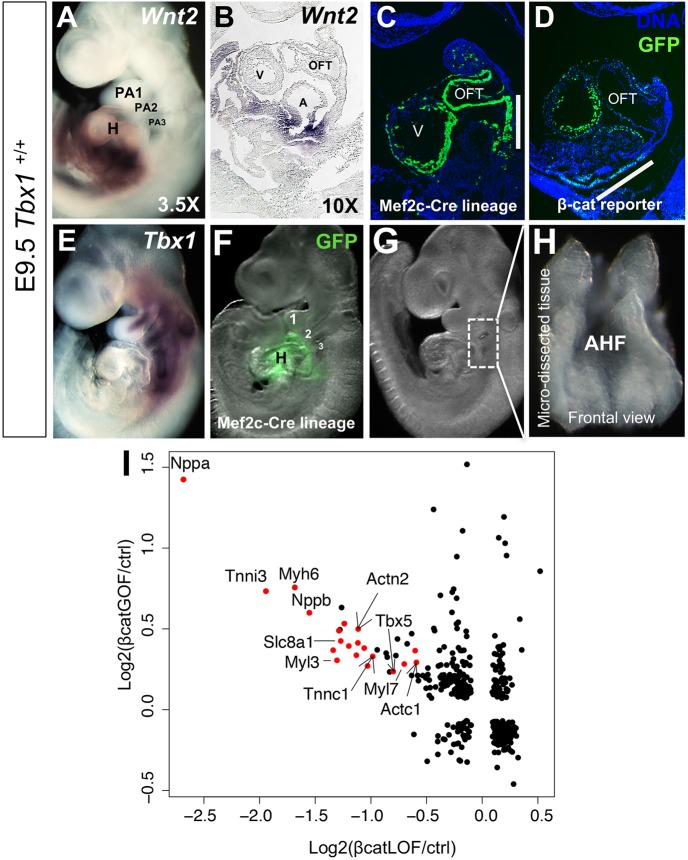
Constitutive *β-catenin* expression in the AHF promotes differentiation. (A) Whole mount *in situ* hybridization (WMISH) of *Wnt2* in a wild type (*Tbx1*^*+/+*^) embryo at embryonic day 9.5 (E9.5) and a sagittal section from the heart region of the embryo is shown in B. (C) *Mef2c-AHF-Cre* lineage in a wild type embryo in a sagittal section. (D) Visualization of β-catenin signaling using a *TCF/Lef*:*H2B-GFP* reporter allele in a sagittal section of a wild type embryo. (E) WMISH of *Tbx1* in a wild type embryo. (F) *Mef2c-AHF-Cre* lineage shown by green fluorescence in a wild type embryo (*Mef2c-AHF-Cre/+;ROSA26-*^*GFP f/+*^) at E9.5. Numbers denote the pharyngeal arches 1, 2 and 3. (G) Whole mount embryo showing the region that has been dissected for the experiments (rectangle in dorsal to the heart). (H) The micro-dissected region containing the *Mef2c-AHF-Cre* lineage is shown from a frontal view. (I) Comparison of global gene expression changes in micro-dissected tissues of *β-catenin GOF* and *β-catenin LOF* embryos at E9.5. Differentially expressed genes (p < 0.05 and FC > 1.5) in at least one of the two comparisons, *β-catenin LOF* vs control (x-axis) or *β-catenin GOF* vs control (y-axis), were plotted. Red dots denote cardiac differentiation genes. Abbreviations: heart (H), pharyngeal arch (PA), outflow tract (OFT), ventricle (V), atrium (A), FC = fold change.

### Persistent truncus arteriosus in *Tbx1 LOF* embryos

To determine a specific role of *Tbx1* in the *Mef2c-AHF-Cre* domain, we generated two different genotypes, *Mef2c-AHF-Cre/+;Tbx1*^*f/-*^ and *Mef2c-AHF-Cre/+;Tbx1*^*f/f*^. Embryos at E14.5 with both genotypes had a persistent truncus arteriosus (PTA) with complete penetrance (n = 50; Fig 2A). Most but not all had an accompanying ventricular septal defect (VSD; n = 30; Fig 2B and 2C), in contrast to *Tbx1*^*-/-*^ mutant embryos, which all has a PTA with a VSD. The PTA was observed as early as E12.5 (S1 Fig). Due to the similarity in phenotype (Fig 2A), the two genotypes were combined and further referred to as *Tbx1 LOF*. In *Tbx1 LOF* embryos at E9.5, the pharyngeal apparatus and individual arches within appeared grossly normal (Fig 2F–2G) compared to control littermates (Fig 2D and 2E). This is distinctly different as compared to the global *Tbx1*^*-/-*^ null mutant embryos or mesoderm specific *Tbx1* conditional loss of function embryos at this stage [32] that have a severely hypoplastic distal pharyngeal apparatus. This rules out extreme morphology defects, such as absence of neural crest cell populations, as being responsible for the presence of a PTA in *Tbx1 LOF* embryos. We also performed lineage tracing (Fig 2D–2G) and observed that the *Mef2c-AHF-Cre* lineage in the AHF was only slightly reduced in *Tbx1 LOF* embryos versus control littermates at E9.5 (Fig 2H). By *in situ* hybridization analysis, *Tbx1* expression was greatly reduced in *Tbx1 LOF* embryos (S1 Fig) and this was confirmed by qRT-PCR (Fig 2I). Cell proliferation and apoptosis in the *Tbx1 LOF* versus control embryos did not show any significant difference in the *Mef2c-AHF-Cre* lineage in the AHF region between groups at E9.5 (S2 and S3 Figs). This is different than what was previously found for *Tbx1*^*-/-*^ [33] or *Nkx2-5*^*Cre*^ [22] conditional mutant embryos, which have changes in proliferation and apoptosis. We suggest the improved appearance of the distal pharyngeal apparatus in *Tbx1 LOF* embryos is due to differences in the *Mef2c-AHF-Cre* recombination domain. In relation to *β-catenin*, we noted a slight decrease in *Tbx1* expression in *β-cat GOF* embryos (S4 Fig). This was consistent, although not as dramatic, as was found previously using a broader mesenchymal *Cre* driver (*Dermo*^*Cre*^) [28]. We found *β-catenin* mRNA is significantly increased in expression in the AHF of *Tbx1 LOF* embryos by qRT-PCR (Fig 2I).

**Fig 2:**
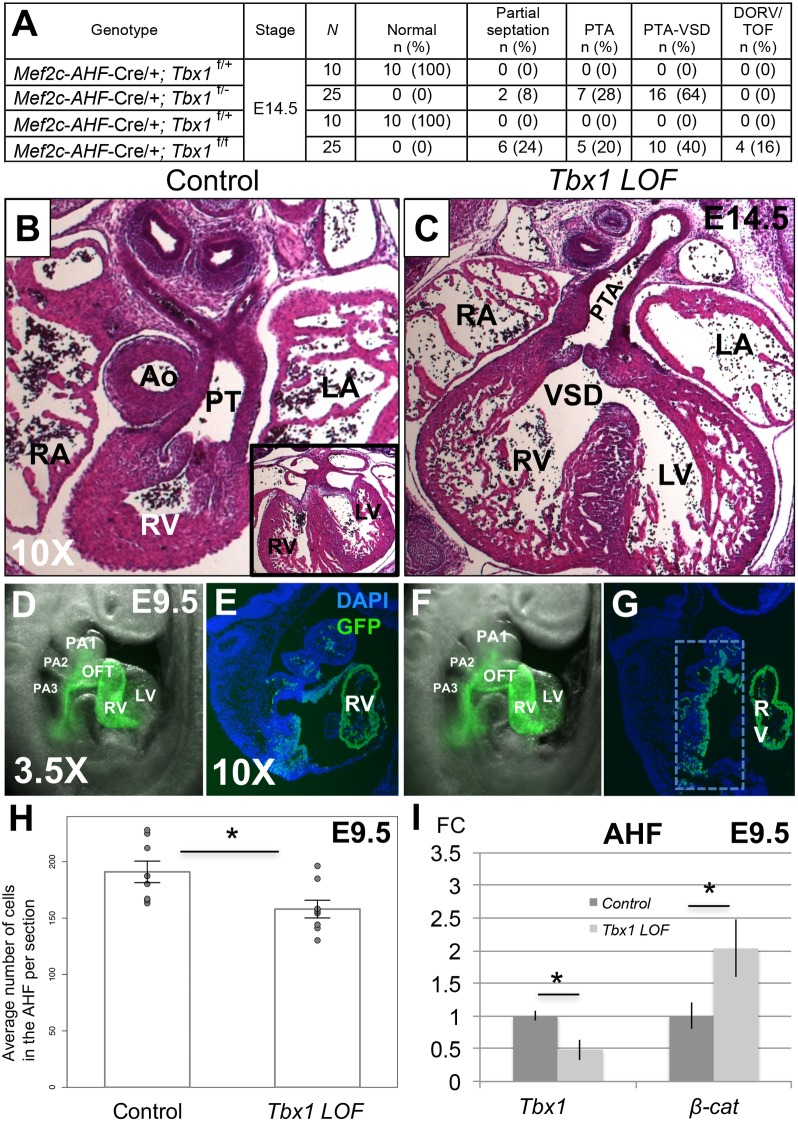
Congenital heart defects in *Tbx1 LOF* embryos. (A) Heart phenotype analysis of *Tbx1 LOF* embryos at E14.5 generated from two different crosses. PTA-VSD refers to a PTA associated with a ventricular septal defect (VSD) while PTA refers to hearts that did not show a VSD. Partial septation in *Tbx1 LOF* embryos means a PTA with presence of a short septum at some level of the OFT and complete septation between the ventricles. N = total number of hearts observed per group. Significance between *Tbx1 LOF* and controls calculated by Fisher’s exact test (p < 0.001). Note that *Mef2c-AHF-Cre;Tbx1*^*flox/flox*^ embryos had additional phenotypes (three with double outlet right ventricle, DORV and one with tetralogy of Fallot, TOF, as indicated); (B) H&E histological sections of the heart of a control embryo at E14.5, with a typical ventricular septum is shown in the inset on the lower right part of the image. (C) *Tbx1 LOF* embryo with a PTA-VSD. (D) *Mef2c-AHF-Cre* lineage tracing by using a *GFP* reporter allele in a control embryo at E9.5 and a representative sagittal section is shown in E. (F) *Mef2c-AHF-Cre* lineage tracing in a *Tbx1 LOF* embryo and a representative sagittal section of the embryo is shown in G. DAPI fluorescent stain to visualize nuclei and identify the tissue is shown in blue. (H) *Mef2c-AHF-Cre* lineage quantification from the area shown in the inset in G for control and *Tbx1 LOF* embryos. (I) Detection of *Tbx1* and *β-catenin* by qRT-PCR in control and *Tbx1 LOF* embryos. Statistical significance of the difference in gene expression was estimated using two-tailed t-test, FC = fold change, p values < 0.05. Error bars = standard deviation (SD). Abbreviations: aorta (Ao), pulmonary trunk (PT), left atrium (LA), right atrium (RA), left ventricle (LV), right ventricle (RV), pharyngeal arch (PA), outflow tract (OFT), 1, 2 and 3 indicate the first, second and third pharyngeal arches (PA), respectively.

### *β-catenin* and *Tbx1* conditional mutants have opposite roles in AHF muscle cell differentiation

As for *β-catenin* gain of function in the AHF, we were interested in determining the function of loss and gain of *Tbx1* in the AHF. We previously generated a tissue specific constitutively expressing *Tbx1* gene [34]. Homozygous mice were crossed with *Mef2c-AHF-Cre* mice to overexpress *Tbx1* in the same domain as other alleles, and the embryos are referred to as *Tbx1 GOF*. Gene expression profiling of *Tbx1 LOF* and *GOF* embryos was performed of AHF tissue at E9.5, to test whether loss or gain of *Tbx1* would have opposing effects on muscle structural protein differentiation genes and to compare with findings of *β-catenin* loss and gain mutant embryos (Fig 3A–3C). 

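The *Tbx1 LOF* experiment held 4 arrays of mutant embryos and 4 of controls, hybridized and processed as for *β-cat LOF*. The arrays of *Tbx1* GOF embryos were not analysed here. The methods give *Tbx1* f/+ embryos without Cre as controls. Medians of the 8 arrays lay between 8.02 and 8.13 on the log2 scale. *Tbx1* itself read 10.98, 11.28, 11.43 and 11.40 in the mutant arrays, a mean of 11.27 ± 0.20 (SD, n = 4), and 11.91, 11.77, 11.98 and 11.99 in the controls, a mean of 11.92 ± 0.10 (SD, n = 4). The log2 fold change was −0.64 (SE 0.09; adjusted p = 0.00626 from limma), or 0.640-fold with a 95% confidence interval of 0.559 to 0.733, and every mutant array lay below every control array (exact permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow). With same-numbered mutant and control arrays taken as pairs, the log2 fold change was again −0.64 and the adjusted p 0.122, where all settings of the fit ranged from 0.00266 to 0.185. Without mutant replicate 1, control replicate 3 or control replicate 4 it was 0.0504, 0.0512 and 0.0534. Arrays with the same number deviated together in all 4 pairs of this experiment, with correlations across genes of 0.157 to 0.494 between their deviations from the group means. However, 1 of the 4 correlated best with its own number, and replicate 2 had 0.157 with its own and 0.407 with another. The pairing is therefore uncertain, and so is what a call lost with paired arrays means. *Ctnnb1* had a log2 fold change of −0.04 (SE 0.06, p = 0.629 in an exact permutation test), or 0.976-fold with a 95% confidence interval of 0.897 to 1.06. The paper reports a significant increase of this mRNA in *Tbx1 LOF* by qRT-PCR, an assay not analysed here. The arrays showed no rise. In simulated data of 19938 genes with the spread of the arrays, the adjusted p recovered 88.1% of 67 genes changed by a log2 of 0.5. It recovered 100% of 67 changed by 1 and 100% of 66 changed by 1.5. These shares do not give the recovery of the more variable muscle genes.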

The dot plots of global gene expression changes in the AHF between *β-cat GOF* versus *Tbx1 LOF* embryos showed increase in gene expression in the same direction (Fig 3A). The genes with the largest increase were the muscle structural protein genes. Similarly, *β-cat LOF* versus *Tbx1* GOF showed the same strong decrease of expression of muscle differentiation genes. 

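Muscle structural genes had higher values in *Tbx1 LOF* than in control AHF tissue, and 13 of 37 sarcomere genes rose when adjusted over the list alone, with 0 lower and 24 not passing in limma. Examples were *Tnni3* with a log2 fold change of 1.25 (SE 0.44, n = 4 arrays per group), *Smpx* with 1.11 (SE 0.42), *Actn2*, the α-actinin of the Z-disc, with 1.08 (SE 0.36), and *Tnnc1*, cardiac troponin C, with 0.92 (SE 0.28). Over all genes 0 of the 37 passed, and over the list alone none did without mutant replicates 1 or 3 or control replicates 1, 2 or 4, 7 without mutant replicate 2 and 19 without mutant replicate 4. All 37 had a positive fold change, with a mean of 0.54 (camera, adjusted p = 1.66e-31; adjusted p = 0.0804 with an estimated correlation), and each mutant array exceeded each control array in the mean of the list (exact permutation test, p = 0.0286). The mean change was 0.52 in replicates 1 and 2 and 0.56 in replicates 3 and 4. Of 12 genes labelled in the plots of Figs 1I and 3, 11 rose, 0 fell and 1 did not pass when adjusted over the list alone, with a mean of 0.89. The study chose them on these arrays, so they are not independent evidence, and their call passed with an estimated correlation (adjusted p = 0.0499) but not with paired arrays (adjusted p = 0.154) or with any single array left out (adjusted p = 0.0503 to 0.105). Heart tube genes had a mean of 0.48, with 2 of 14 higher when adjusted over the list alone (*Myl4*, an atrial myosin light chain, and *Tnnt2*, cardiac troponin T), 0 lower and 12 not passing (camera, adjusted p = 1.01e-06; adjusted p = 0.178 with an estimated correlation). None was higher over the list alone without mutant replicate 3 or control replicates 1 or 4. Markers of liver, gut and mesothelium also moved with the muscle genes: 5 of 10 rose, 0 fell and 5 did not pass when adjusted over the list alone, and the mean was 0.50 (camera, adjusted p = 2.28e-10; adjusted p = 0.0550 with an estimated correlation). Among them were *Afp*, α-fetoprotein (1.39, SE 0.46), and *Ttr*, transthyretin (1.34, SE 0.33). At an unadjusted p under 0.05 and a fold change over 1.5, 55 genes were higher and 10 lower. At an adjusted p under 0.05 limma called 6 genes, and at an unadjusted p under 0.05 it gave 821, where chance alone gives 996.9. *Aqp7*, a water and glycerol channel, rose by 0.62, while *Tbx1*, the tight junction gene *Cldn1* (−0.62), the GDNF receptor *Gfra1* (−0.58), the kinase *Prkcb* (−0.52) and the growth factor *Nrg1* (−0.40) fell. With paired arrays 0 genes passed in limma and 1111 had an unadjusted p under 0.05. Without mutant replicate 1 the count was 0 and without mutant replicate 2 it was 32, and without control replicates 1, 3 or 4 it was 2, 1 and 1.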

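Beyond the sarcomere, *β-cat LOF* tissue had lower values for ion channels and calcium handling proteins of the myocardium. Of 24 such genes, 7 fell, 0 rose and 17 did not pass in limma when adjusted over the list alone, and 0 of 24 passed over all genes. *Kcnj5*, a potassium channel subunit, had a log2 fold change of −1.31 (SE 0.35, n = 4 arrays per group), *Slc8a1*, the sodium-calcium exchanger, one of −1.28 (SE 0.37), and *Casq1*, a calcium-binding protein of the sarcoplasmic reticulum, one of −1.20 (SE 0.34). The mean over the list was −0.45 (camera, adjusted p = 3.16e-15; adjusted p = 0.0957 with an estimated correlation). Here too control replicate 2 lay highest, at 1.1 relative to the average of all arrays, against −0.14 to 0.38 in the other 3 controls. Without it the mean of the list was −0.20 and 1 gene fell when adjusted over the list alone. Smooth muscle genes had a mean of −0.15, and 0 of 14 passed when adjusted over the list alone (camera, adjusted p = 9.74e-04; adjusted p = 0.178 with an estimated correlation). Without that control the mean was −0.06 and camera's call was lost (adjusted p = 0.118). *Cnn1*, the smooth muscle calponin, stood at −0.70 (SE 0.22), and *Acta2*, smooth muscle actin, at −0.23 (SE 0.10). All 12 genes labelled in Figs 1I and 3 fell when adjusted over the list alone, with a mean of −1.26 (camera, adjusted p = 1.17e-23; adjusted p = 0.0442 with an estimated correlation). They were picked by the study on these arrays and are not independent evidence. With an estimated correlation the call held in 4 of 8 fits with single arrays left out (adjusted p = 0.0212 to 0.0810). It was lost with same-numbered arrays as a block (adjusted p = 0.148).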

The genes with the largest decrease were the muscle structural protein genes. These results provide functional genetic insight as to the previously implicated antagonistic relationship between *Tbx1* and *β-catenin* in the pharyngeal mesenchyme [28], that they perhaps are needed to balance cell differentiation. 

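The changes in *Tbx1 LOF* and in *β-cat LOF* embryos ran in opposite directions for muscle genes. The difference between the 2 log2 fold changes was 2.04 (SE 0.37) for *Tecrl*, a gene linked to cardiac calcium handling, 1.31 (SE 0.24) for *Bves*, a membrane protein of striated muscle, and 1.05 (SE 0.20) for *Myl4*. These were among 10 genes whose difference passed in limma, 6 toward *Tbx1 LOF* and 4 toward *β-cat LOF*, each at an adjusted p of 0.0439. The other higher genes were *Crip1* (1.49, SE 0.28), *Cck* (1.05, SE 0.19) and *Ecm1* (0.78, SE 0.15), and the lower genes were *Tbx1* (−0.72, SE 0.13), *Gfra1* (−0.71, SE 0.13), *Prkcb* (−0.66, SE 0.12) and *Exoc3l4* (−0.45, SE 0.08). By list, 31 of 37 sarcomere genes, 13 of 23 cardiac transcription factor genes and 9 of 14 heart tube genes differed toward *Tbx1 LOF* when adjusted over the list alone, and 0 the other way. The mean differences were 1.23, 0.49 and 1.38, with adjusted p = 0.0442, 0.0442 and 0.0499 from camera with an estimated correlation. With single arrays left out each of the 3 calls held in 4 of 16 fits. Markers of liver, gut and mesothelium moved the same way, by a mean of 0.76, with 4 of 10 higher when adjusted over the list alone and 0 lower (camera, adjusted p = 3.37e-09; adjusted p = 0.0607 with an estimated correlation). Across all 19938 genes the fold changes correlated with a Pearson r of −0.398 (jackknife SE over arrays 0.354) and a Spearman rho of −0.0854, genes not being independent replicates. At an unadjusted p under 0.05, 126 genes were higher in *Tbx1 LOF* and lower in *β-cat LOF* where independent lists would share 12.5, and 33 were lower and higher where 11.0 would be shared. In the same direction, 10 were higher and 8 lower in both, no more than independent lists would share. With paired arrays 2 genes passed, and the list p became 0.148 to 0.154 with an estimated correlation. Leaving out single arrays gave from 0 to 169 genes (without *β-cat LOF* control replicate 4). Over 11 alternative settings of the fit the count ran from 0 to 142, and 3 of them stayed within 1.5 times of the 10. From the opposite effects of loss and gain of each gene, the paper proposes that *Tbx1* and β-catenin balance cell differentiation.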

Some of the genes were tested by qRT-PCR for *Tbx1 LOF* and *β-cat LOF* embryos (Fig 3C). We found top genes decreased in expression in *Tbx1 LOF* embryos were not generally decreased in *β-cat LOF* embryos as top genes that were increased in expression. *Tbx1* was slightly increased in expression in *β-cat* LOF embryos (Fig 3C).

**Fig 3:**
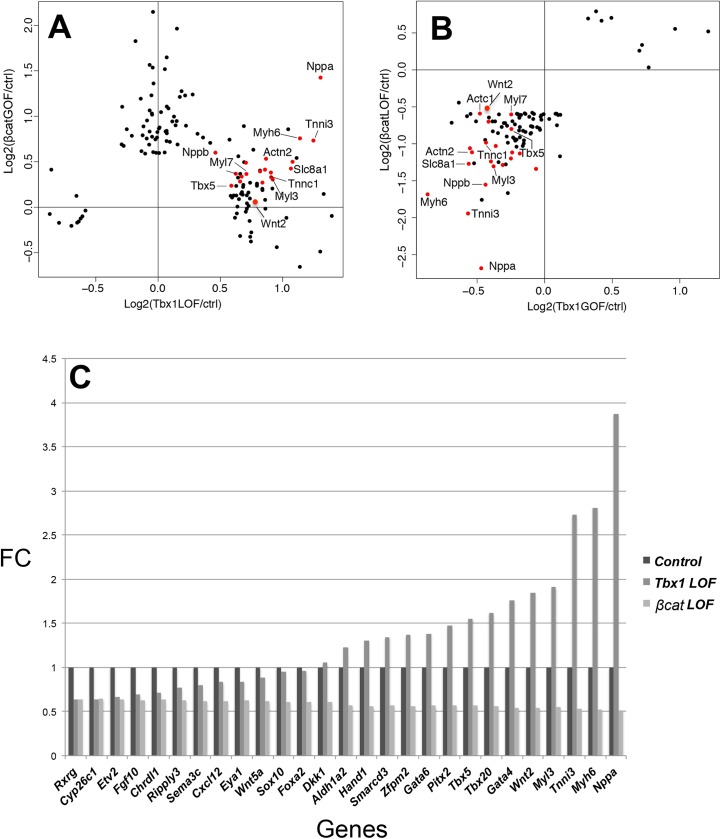
Opposing *β-catenin* and *Tbx1* conditional mutants have same effect on expression of pro-differentiation genes in the AHF. (A) Comparison of global gene expression changes in the micro-dissected AHF of *β-catenin GOF* and *Tbx1 LOF* embryos at E9.5. Plotted are differentially expressed genes (p < 0.05 and FC > 1.5) in at least one of the two comparisons, *Tbx1 LOF* vs controls (x-axis) or *β-catenin GOF* vs controls (y-axis). (B) Comparison of global gene expression changes in the micro-dissected AHF from *Tbx1 GOF* and *β-catenin LOF* embryos at E9.5. Plotted are differentially expressed genes (p < 0.05 and FC > 1.5) in at least one of the two comparisons, *Tbx1 GOF* vs controls (x-axis) or *β-catenin LOF* vs controls (y-axis). Red dots denote cardiac differentiation genes. (C) qRT-PCR analysis of *Tbx1 LOF* versus *β-catenin* LOF (FC = Fold Change) of selected genes demonstrating the opposite gene expression changes in these mutant embryos.

### Reduced *β-catenin* dosage significantly rescues heart defects in *Tbx1 LOF* embryos

Based upon the opposing gene expression changes between *Tbx1* and *β-catenin* in the AHF, that also included *β-catenin* mRNA itself in *Tbx1 LOF* embryos (Fig 2I), we tested whether we could rescue heart defects in the *Tbx1* conditional loss of function mutant embryos by inactivating one allele of *β-catenin* in the *Mef2c-AHF-Cre* domain (*Mef2c-AHF-Cre/+;Tbx1*^*f/-*^ and *Mef2c-AHF-Cre/+;Tbx1*^*f/f*^). Details of the background and crosses are provided in the Methods section and details of the control genotypes are provided in S1 Table. Inactivation of one allele of *β-catenin* in the *Mef2c-AHF-Cre* domain did not result in any cardiovascular defects (S1 Table and [27]). Significant rescue (p < 0.001, Fisher’s exact test) was obtained in both sets of double mutant rescue genotype embryos (Fig 4). Upon combining all double mutant embryos together (n = 56), a total of 61% (n = 34/56) showed some rescue of the PTA phenotype (Fig 4). Specifically, complete distal OFT and partial proximal OFT septation and/or complete septation between the ventricles were present in these hearts (Fig 5A–5D). Ten percent showed complete rescue. Additional and more posterior sections can be found in S5 Fig Lineage tracing of the double mutant rescue genotyped embryos showed no significant difference in the number of cells in the AHF, of *Mef2c-AHF-Cre* lineage compared to the control or *Tbx1 LOF* embryos at E9.5 (Fig 5E). Finally, qRT-PCR was performed and *Tbx1* and *β-catenin* mRNA expression were reduced in the AHF of these embryos compared to the control (Fig 5F).

**Fig 4:**
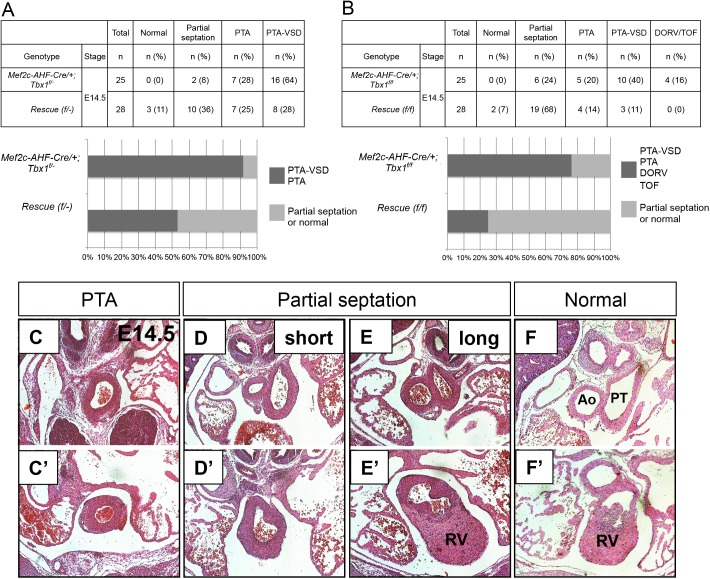
Phenotype analysis of significantly rescued *Tbx1 LOF* embryos. Phenotypes in embryos in which one *β-catenin* loss of function allele to either *Mef2c-AHF-Cre/+;Tbx1*^*f/-*^ embryos (A) or to *Mef2c-AHF-Cre/+;Tbx1*^*f/f*^ embryos (B) was done to lower the dosage of *β-catenin* within the AHF. Significant rescue (p < 0.001, Fisher’s exact test) was obtained in both sets of double mutant embryos. Middle panels show the percent within the groups with PTA (C and C’), DORVor TOF associated with a VSD or PTA without VSD (dark grey) and those ones with partial septation or a normal heart (light grey). Partial septation in *Tbx1 LOF* embryos means a PTA with presence of a short septum at some level of the OFT (D and D’) and complete septation between the ventricles (8/50) while partial septation in the rescue genotype embryos (34/56) means a range of noticeably less severe phenotypes including: a longer partial OFT septation (E and E’) and either complete septation between ventricles (15/56) or VSD (10/56) or normal OFT (F and F’) with a VSD (4/56) or normal heart [5/56] (F and F’). Abbreviations: aorta (Ao), pulmonary trunk (PT), right ventricle (RV), outflow tract (OFT), PTA (persistent truncus arteriosus).

**Fig 5:**
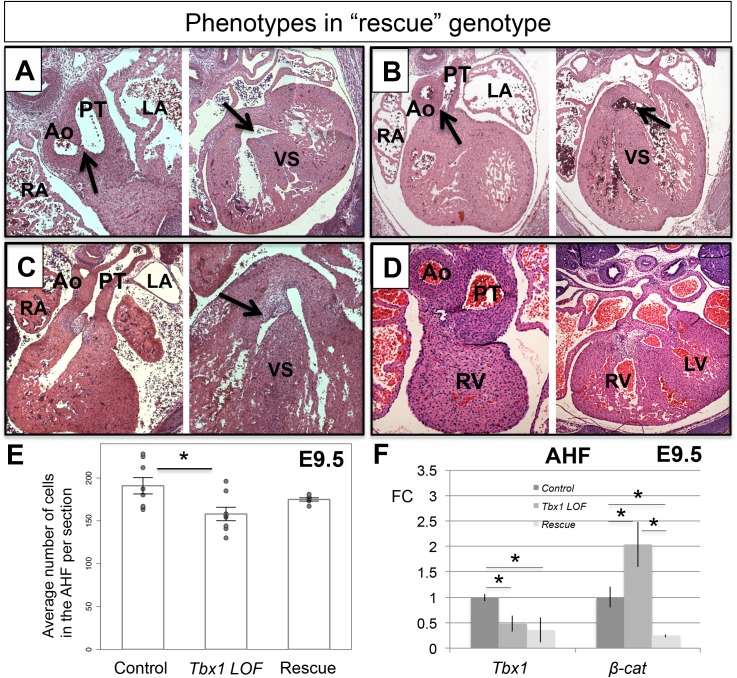
Histology analysis of representative embryos with the “rescue” genotype. Transverse H&E histological sections of hearts from E14.5 significantly rescued embryos (*Tbx1 LOF* with loss of one allele of *β-catenin* in the *Mef2c-AHF-Cre* domain). (A) An embryonic heart with a thin septum formed that separates the Ao and the PT (top black arrow), and a small VSD compared to the usual PTA-VSD in *Tbx1 LOF* embryos (Fig 2C). (B) Example showing a DORV (middle black arrow), with a separate Ao and PT; normal ventricular septation is present. (C) Example of a heart showing a partially rescued septation between the Ao and PT (middle black arrow) and normal septation between the two ventricles (right black arrow). (D) Rescued septation between the Ao and PT. (E) *Mef2c-AHF-Cre* lineage quantification from the same area shown in Fig 2G for control, *Tbx1 LOF* and rescued embryos. (F) Detection of *Tbx1* and *β-catenin* by qRT-PCR in control, *Tbx1 LOF* and rescued embryos. Statistical significance of the difference in gene expression was estimated using two-tailed t-test, FC = fold change, p values < 0.05. Error bars = standard deviation (SD). Abbreviations: RA = right atrium, RV = right ventricle, LA = left atrium, LV = left ventricle, Ao = Aorta, PT = pulmonary trunk, VS = ventricular septum, PTA = persistent truncus arteriosus, VSD = ventricular septal defect, DORV = double outlet right ventricle, OFT = outflow tract.

### Genes for cardiomyocyte differentiation are normalized in rescued embryos

Since we identified the greatest increase of expression in *Tbx1 LOF* and decrease in *β-cat LOF* embryos pertaining to muscle differentiation genes, we tested if there is global normalization of expression in the embryos of the double mutant, rescue genotype. For this test, gene expression profiling was performed on these embryos, in the same way for the individual mutant embryos and we found this to be the case. 

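The rescue experiment held 4 arrays of rescue embryos and 4 of controls. Rescue embryos lacked *Tbx1* and carried a single active allele of β-catenin in the *Mef2c*-AHF-Cre domain. The methods give *Tbx1* f/+;β-catenin f/+ embryos without Cre as controls. Dissection, hybridization and the values were as in the other experiments, and the medians of the 8 arrays lay between 8.04 and 8.14. *Tbx1* read 11.39, 11.49, 11.51 and 11.49 in the rescue arrays, a mean of 11.47 ± 0.05 (SD, n = 4), and 11.83, 11.95, 11.75 and 11.58 in the controls, a mean of 11.78 ± 0.16 (SD, n = 4). The log2 fold change was −0.31 (SE 0.09), or 0.808-fold, and every rescue array lay below every control (exact permutation test, p = 0.0286). Over all genes it did not pass in limma (adjusted p = 1.00). *Ctnnb1* was 13.13 ± 0.01 (SD, n = 4) in rescue and 13.18 ± 0.02 (SD, n = 4) in controls, a log2 fold change of −0.05 (exact permutation test, p = 0.0286). As the cover of the deleted exons by its probe set was not settled, the loss of 1 allele cannot be read from it. In simulated data of 19938 genes with the spread of the arrays, 91.0% of 67 genes changed by a log2 of 0.5 passed the adjusted p. So did 98.5% of 67 changed by 1 and 100% of 66 changed by 1.5. Here too the shares do not give the recovery of muscle genes.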

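The genes that stood highest in *Tbx1 LOF* embryos lay closer to control values in rescue embryos. A set of 78 genes was higher by over 1.3-fold in *Tbx1 LOF* and lower in *β-cat LOF*, each at an unadjusted p under 0.05. Its median log2 fold change was 0.63 in *Tbx1 LOF*, −0.70 in *β-cat LOF* and 0.16 in rescue (n = 4 arrays per group), where it was 0.29 without rescue control replicate 2 and 0.10 without control replicate 3. Sarcomere genes made up 18 of the 78. *Nppa* went from 1.32 in *Tbx1 LOF* to 1.06 in rescue, *Myh6*, the α-myosin heavy chain, from 1.14 to 0.78, and *Tnni3* from 1.25 to 0.60, while *Actn2* and *Myl3* stood at 0.15 and 0.13 in rescue. All 78 were lower in rescue than in *Tbx1 LOF* and 74 stayed above 0. The mean of the set was 0.19 in rescue, with an SD between arrays of 0.13 in rescue and 0.24 in controls (exact permutation test, p = 0.257). Over the full sarcomere list of 37 genes, 0 passed in rescue in limma, over all genes or when adjusted over the list alone, and the mean was 0.12 (camera, adjusted p = 2.54e-04; adjusted p = 0.604 with an estimated correlation). It was −0.07 in replicates 1 and 2 and 0.31 in replicates 3 and 4, and it was 0.23 without rescue control replicate 2, 0.06 (camera, adjusted p = 0.153) without control replicate 3, 0.05 without control replicate 4 and 0.07 without rescue replicate 4. The heart tube list had a mean of 0.18 in rescue, with 0 of 14 passing when adjusted over the list alone (camera, adjusted p = 0.0181; adjusted p = 0.556 with an estimated correlation). It was 0.32 without control replicate 2 and 0.12 (camera, adjusted p = 0.541) without control replicate 3. Tested directly, the sarcomere genes changed less in rescue than in *Tbx1 LOF* by a mean of 0.42, positive in all 37 genes (camera, adjusted p = 4.77e-13; adjusted p = 0.254 with an estimated correlation). Markers of liver, gut and mesothelium did so too, with 0.50 in *Tbx1 LOF*, 0.07 in rescue and a difference of 0.43, positive in 9 of 10 genes (camera, adjusted p = 1.27e-05; adjusted p = 0.145 with an estimated correlation). For single genes of the 78, 3 differed between the 2 effects at an unadjusted p under 0.05 and 0 when adjusted over the set alone. Among all genes limma called 0 and gave 341 at an unadjusted p under 0.05, fewer than the 996.9 that chance alone gives. In rescue itself limma called 0 genes at an adjusted p under 0.05 and gave 253 at an unadjusted p under 0.05, also fewer than by chance, and 2 genes, both higher, also had a fold change over 1.5. Without single arrays that count lay between 1 and 6, and over 11 alternative settings of the fit between 2 and 14. By separation of the arrays, 147 genes had all 4 rescue arrays above all controls and 446 below, where chance gives 284.8 each way. The 78 genes were chosen on the same *Tbx1 LOF* arrays and are not independent evidence. Chosen on replicates 1 and 2 alone, 32 genes had a mean of 0.64 there, 0.45 in replicates 3 and 4 and 0.11 in rescue. Chosen on replicates 3 and 4, 17 genes had 0.64, 0.56 and 0.20. Because muscle differentiation genes showed the greatest opposite changes in the single mutants, the paper tested the double mutant for normalization, and it states that this was found.

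**Figure D1:**
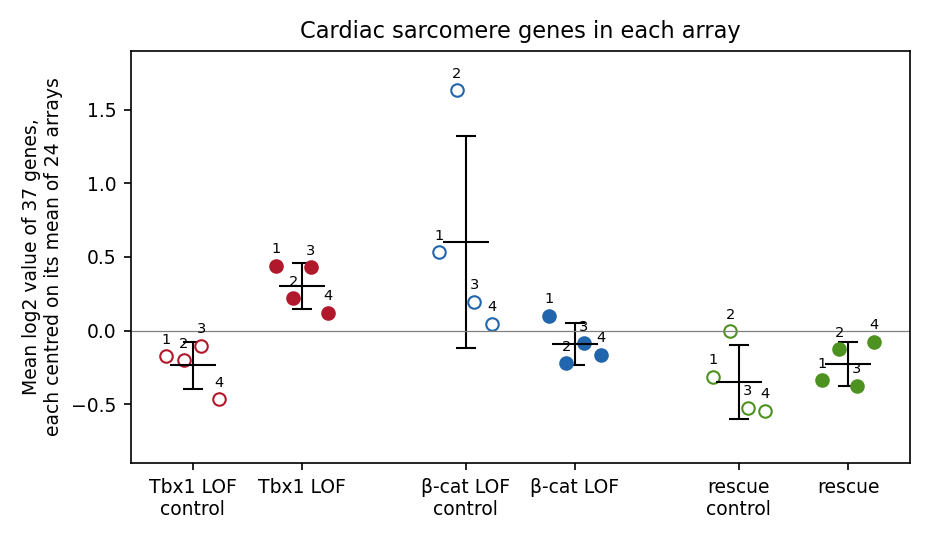
Mean log2 value of 37 sarcomere genes in each of 24 arrays, each gene centred on its mean, with replicate numbers beside the points; horizontal bars are group means and vertical bars the SD of 4 arrays. The *β-cat LOF* control replicate 2 lies at 1.63, and the rescue arrays lie between −0.38 and −0.08.

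**Figure D2:**
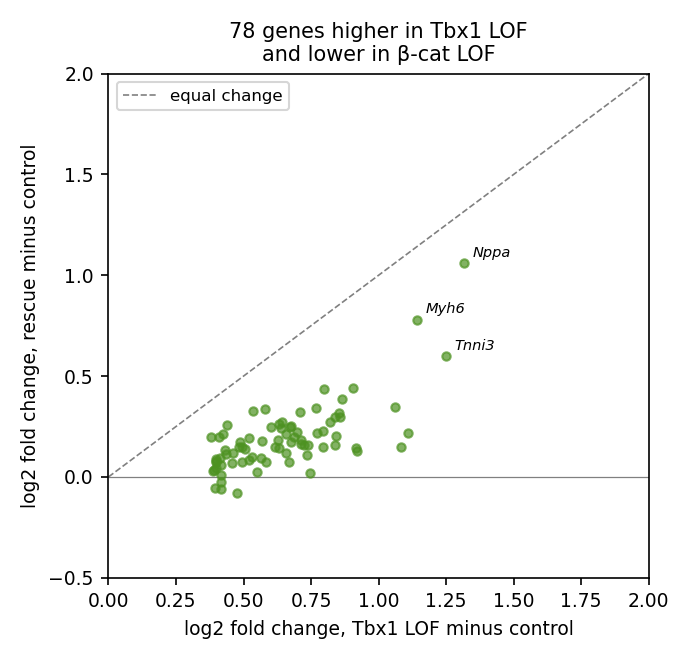
Log2 fold change in rescue against that in *Tbx1 LOF*, each relative to its own control, for the 78 genes; the dashed line marks equal change. All 78 points lie below the line and 74 lie above 0.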

Expression of genes with greatest increase in *Tbx1 LOF* embryos (>1.3 fold), primarily the differentiation genes and greatest decrease in *β-cat LOF* embryos were largely normalized in rescued embryos (Fig 6A). However, we did not observe this same strong finding for genes increased in *β-cat LOF* embryos.

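In the other direction, 10 genes were higher in *β-cat LOF* by over 1.3-fold at an unadjusted p under 0.05. Their median log2 fold change was 0.59 in *β-cat LOF*, −0.41 in *Tbx1 LOF* and 0.32 in rescue, where 8 of the 10 were positive. *Olig2* and *Pax6*, transcription factors of the neural tube, had 0.69 (SE 0.26) and 0.49 (SE 0.21) in *β-cat LOF*, and 0.33 and 0.31 in rescue. The others include *Nkx2-9*, *Otx2* and *Rfx4*, also genes of the developing brain or spinal cord, and are named after their values were seen. A list of 16 neural tube genes had means of 0.19 in *β-cat LOF*, 0.16 in rescue and −0.18 in *Tbx1 LOF*. It holds *Olig2* and *Pax6*, so it is not separate from the 10 genes. None of the 16 passed when adjusted over the list alone in any of the 3 comparisons in limma. Camera gave adjusted p = 4.33e-04, 9.64e-07 and 4.87e-04, and adjusted p = 0.329, 0.174 and 0.329 with an estimated correlation. In *Tbx1 LOF* replicate 2 lay at 0.46 relative to the average of all arrays, against −0.42 to −0.10 in the other 3. The mean there was −0.35 without it, with 8 genes lower when adjusted over the list alone, −0.05 (camera, adjusted p = 0.727) without replicate 1 and −0.12 without control replicate 1. In rescue it was 0.09 without control replicate 2 and 0.10 without rescue replicate 3. The mean of the 10 genes in rescue was 0.37, with an SD of 0.18 between arrays (exact permutation test, p = 0.0857). Without *β-cat LOF* replicate 1 the median in rescue of the set then chosen was 0.02.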

**Fig 6:**
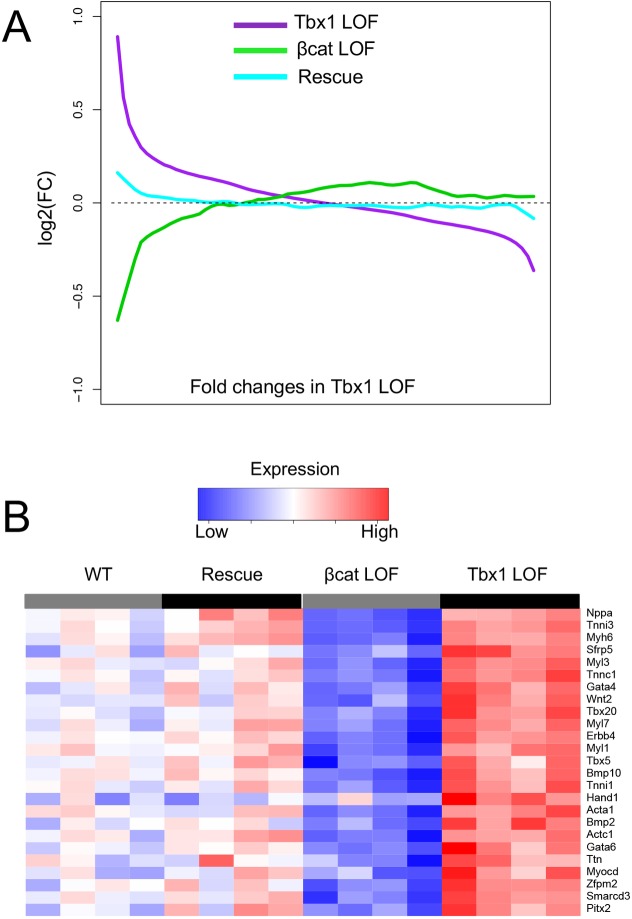
Gene expression of cardiac muscle differentiation genes are normalized in rescued embryos. (A) Comparison of global expression changes. Differentially expressed genes (p < 0.05; n = 3,636) in either *Tbx1 LOF* or *β-catenin LOF* were sorted by their FC between *Tbx1 LOF* and controls (x-axis). The sorted genes were grouped (50 genes per group) and then the average expression changes for each group in the *Tbx1 LOF*, *β-catenin LOF* or rescue embryos (vs controls) were plotted in the y-axis. (B) Heatmap showing the expression of selected key genes increased in expression in *Tbx1 LOF* embryos but decreased in expression in *β-catenin LOF* embryos.

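With an unadjusted p under 0.05 in *Tbx1 LOF* or *β-cat LOF*, 1784 genes were sorted by their *Tbx1 LOF* fold change into 36 groups of 50, the last with 34 genes. The group with the largest increase in *Tbx1 LOF* had a mean log2 fold change of 0.85 there, −0.89 in *β-cat LOF* and 0.24 in rescue (SD of the rescue arrays 0.15, n = 4; exact permutation test, p = 0.171). The 0.24 was 0.38 without rescue control replicate 2 and 0.13 without the 3 arrays highest on the first principal component. In the next group the means were 0.53, −0.59 and 0.12. At the other end, where *Tbx1 LOF* was lowest, the last group had −0.54 in *Tbx1 LOF*, 0.14 in *β-cat LOF* and 0.02 in rescue. *β-cat LOF* had the sign opposite to *Tbx1 LOF* in 32 of the 35 full groups, and rescue lay between 0 and *Tbx1 LOF* in 25 of 35. The 4 highest groups kept 23.0% of the *Tbx1 LOF* change in rescue and the 4 lowest, the last group among them, kept 12.4%, or 20.0% for the 4 lowest full groups. Groups sorted on the *Tbx1 LOF* arrays are extreme there by selection, so the *Tbx1 LOF* means are not independent evidence. A highest group chosen on replicates 1 and 2 had a mean of 0.96 there and 0.70 in replicates 3 and 4, with 0.17 in rescue, and one chosen on replicates 3 and 4 had 0.85, 0.75 and 0.23.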

As mentioned, most of the genes with the strongest increase of expression in *Tbx1 LOF* and decrease in *β-cat LOF* embryos that were normalized (p<0.01) in rescued embryos, were genes that encode smooth or cardiac muscle genes (Figs 3C and 6B). This also included major transcription factors such as *Pitx2*, *Tbx5*, *Gata4* and *Gata6*, that are required for cardiac muscle differentiation [35–37]. 

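The 24 measured genes of the heatmap in Fig 6B, from sarcomere proteins to transcription factors, had a median log2 fold change of 0.65 in *Tbx1 LOF*, −0.60 in *β-cat LOF* and 0.17 in rescue (n = 4 arrays per group). In *Tbx1 LOF* 21 rose, 0 fell and 3 did not pass when adjusted over the list alone, and in *β-cat LOF* 17 fell, 0 rose and 7 did not pass. In rescue 0 of 24 passed in limma, and over all genes 0 passed in any of the 3. *Myl7*, an atrial myosin light chain, went from 0.71 in *Tbx1 LOF* to 0.32 in rescue, and *Ttn*, titin, from 0.74 to 0.25. The study chose the list on these arrays, so it is not independent evidence. With an estimated correlation its adjusted p was 0.0442 in *Tbx1 LOF*, 0.0550 in *β-cat LOF* and 0.254 in rescue, and 0.148 in *Tbx1 LOF* with paired arrays. With any single array left out it was 0.0503 to 0.104 in *Tbx1 LOF*, where 8 (without mutant replicate 1) to 20 genes passed over the list alone, and without *β-cat LOF* control replicate 2 the genes that fell in *β-cat LOF* were 11. The difference between rescue and *Tbx1 LOF* passed for 0 of the 24 when adjusted over the list alone, where the lowest adjusted p was 0.318, and for 2 at an unadjusted p under 0.05. Of 14 smooth muscle genes, 2 rose in *Tbx1 LOF* when adjusted over the list alone, *Cnn1* (0.67, SE 0.22) and *Acta2* (0.33, SE 0.10), with 0 lower, 12 not passing and a mean of 0.13 (camera, adjusted p = 6.70e-04; adjusted p = 0.166 with an estimated correlation). Neither passed without mutant replicates 1 or 3 or control replicates 1, 2 or 4. In rescue their mean was −0.01 and 0 passed. Calcium handling genes averaged 0.33 in *Tbx1 LOF* and 0.09 in rescue, with 0 of 24 passing in either when adjusted over the list alone (camera, adjusted p = 1.68e-10 and 0.00520, and adjusted p = 0.164 and 0.573 with an estimated correlation). With single arrays left out their rescue mean was 0.06 to 0.14.

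**Figure D3:**
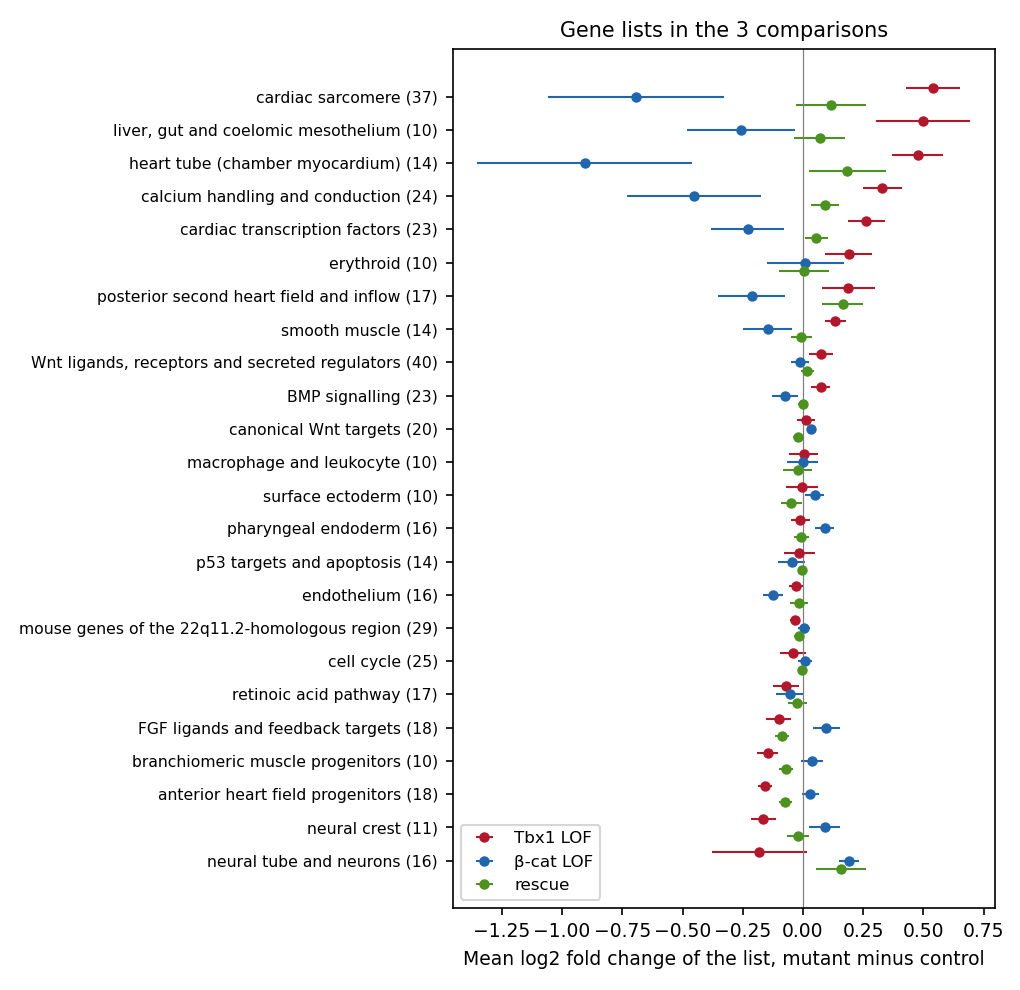
Mean log2 fold change of each gene list in *Tbx1 LOF*, *β-cat LOF* and rescue, with the number of measured genes in brackets; bars are the standard error of the difference between the list means of 4 mutant and 4 control arrays. The sarcomere list lies at 0.54, −0.69 and 0.12.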

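*Gata4*, a zinc finger factor of heart development, had a log2 fold change of 0.85 (SE 0.25, n = 4 arrays per group) in *Tbx1 LOF*, −0.59 in *β-cat LOF* and 0.32 in rescue. *Gata6*, its relative, had 0.43 (SE 0.12), −0.26 and 0.13, and *Tbx5*, a T-box factor of the inflow tract and atria, had 0.58 (SE 0.25), −0.81 and 0.34. Without *β-cat LOF* control replicate 2 the *β-cat LOF* values were −0.31 for *Gata4*, −0.14 for *Gata6* and −0.66 for *Tbx5*. The rescue values are 37.1% of the *Tbx1 LOF* change for *Gata4* and 58.0% for *Tbx5*. Over a list of 23 cardiac transcription factors, *Tbx5* and *Smarcd3* fell in *β-cat LOF* when adjusted over the list alone, 0 rose and 21 did not pass, and the mean was −0.23 (camera, adjusted p = 4.46e-09; adjusted p = 0.145 with an estimated correlation). Without that control the mean was −0.09, and 0 passed over the list alone without it or any 1 of 5 other arrays. In rescue 0 of 23 passed in limma and the mean was 0.06 (camera, adjusted p = 0.0310, and adjusted p = 0.604 with an estimated correlation). That rescue mean was 0.03 to 0.08 with single arrays left out. The mean difference between *Tbx1 LOF* and rescue was 0.21, with adjusted p = 0.145 with an estimated correlation.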

The canonical Wnt gene, *Wnt2*, showed a similar pattern (Figs 3C and 6B). 

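*Wnt2*, a ligand of the posterior SHF, had a value of 10.69 ± 0.34 (SD, n = 4) in *Tbx1 LOF* and 9.91 ± 0.22 (SD, n = 4) in its controls on the log2 scale, a log2 fold change of 0.77 (SE 0.21; exact permutation test, p = 0.0286). It was 9.59 ± 0.44 (SD, n = 4) in *β-cat LOF* against 10.10 ± 0.47 in controls (−0.51), and 10.03 ± 0.24 (SD, n = 4) in rescue against 9.81 ± 0.11 (0.22). Of 40 Wnt ligands, receptors and secreted regulators, *Wnt2* and the inhibitor *Sfrp5* rose in *Tbx1 LOF* when adjusted over the list alone, 0 fell and 38 did not pass, with a mean of 0.07 (camera, adjusted p = 0.0277; adjusted p = 0.329 with an estimated correlation). Neither passed over the list without mutant replicate 1 or control replicates 3 or 4, and with single arrays left out the mean was 0.05 to 0.10. The means were −0.01 in *β-cat LOF* and 0.02 in rescue, and 0 passed in either. Of 20 canonical Wnt target genes, 1 rose in *Tbx1 LOF*, *Bambi* (0.33), an antagonist of BMP signalling, and 0 passed in *β-cat LOF* or rescue when adjusted over the list alone. *Bambi* did not pass without mutant replicate 1 or control replicate 2. Their means were 0.01, 0.03 and −0.02.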

A full heatmap of the experiment is shown in S6 Fig Some additional genes of note, increased in expression in *Tbx1 LOF* embryos by gene profiling include *Myocd*, *Bmp2*, *Bmp10*, *Erbb4* and *Sfrp5*, which were oppositely affected in *β-cat LOF* embryos, and normalized in rescued embryos (Fig 6B and S6 Fig). This data supports the idea that pro-differentiation by canonical *Wnt/β-catenin* might be modulated by *Tbx1* in the *Mef2c-AHF-Cre* lineage.

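*Sfrp5*, a secreted Wnt inhibitor of the inflow region, had the largest change of these genes in *Tbx1 LOF*, at 1.02 (SE 0.26, n = 4 arrays per group), with −0.35 in *β-cat LOF* and 0.27 in rescue. *Erbb4*, a neuregulin receptor of cardiomyocytes, had 0.69 (SE 0.29), −1.05 (SE 0.29) and 0.20, and *Bmp10*, a ligand of trabecular myocardium, had 0.57, −1.05 (SE 0.34) and 0.11. For *Bmp2* the values were 0.44 (SE 0.16), −0.27 and 0.08, and for *Myocd*, a coactivator of SRF, 0.42 (SE 0.16), −0.18 and 0.15. Without *β-cat LOF* control replicate 2, the highest of its 4 controls in these genes, the *β-cat LOF* values were −0.16 for *Sfrp5*, −0.62 for *Erbb4*, −0.46 for *Bmp10*, −0.06 for *Bmp2* and 0.02 for *Myocd*. Over the 24 genes of the heatmap in Fig 6B, which the study chose on these arrays, *Sfrp5*, *Erbb4*, *Bmp2* and *Myocd* rose in *Tbx1 LOF* and *Erbb4* and *Bmp10* fell in *β-cat LOF* when adjusted over the list alone. None of the 5 passed in rescue. Of 23 genes of BMP signalling, *Bambi* rose in *Tbx1 LOF*, the antagonists *Grem1* (−0.38) and *Chrdl1* (−0.40) fell and 20 did not pass when adjusted over the list alone, with a mean of 0.07 (camera, adjusted p = 0.00126; adjusted p = 0.145 with an estimated correlation). None rose without mutant replicate 1, where the mean was 0.04, or control replicate 2. In *β-cat LOF* *Bmp5* fell (−0.49, SE 0.13), 0 rose and 22 did not pass when adjusted over the list alone, with a mean of −0.08. None fell without mutant replicates 2, 3 or 4 or control replicate 2, and without that control the mean was −0.03. In rescue 0 of 23 passed and the mean was 0.00.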

Not all genes with increase in expression in *Tbx1 LOF* embryos and decrease in *β-cat LOF* showed normalization in rescued embryos (*Hand1*, *Zfpm2*, *Smarcd3* and *Tbx20*; Fig 6B and S7 Fig). 

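*Hand1*, a helix-loop-helix factor of the heart, had a log2 fold change of 0.48 (SE 0.14, n = 4 arrays per group) in *Tbx1 LOF* and −0.03 in rescue, and −0.00 in *β-cat LOF*. *Zfpm2*, a cofactor of GATA factors, had 0.41 (SE 0.13) in *Tbx1 LOF*, −0.35 (SE 0.13) in *β-cat LOF* and 0.09 in rescue. *Smarcd3*, a subunit of chromatin remodelling complexes, had 0.37 (SE 0.13), −0.42 (SE 0.13) and 0.12, and *Tbx20*, a T-box factor of myocardium, had 0.71 (SE 0.21), −0.45 and 0.19. The rescue value was −5.6% of the *Tbx1 LOF* value for *Hand1*, 22.4% for *Zfpm2*, 31.4% for *Smarcd3* and 26.0% for *Tbx20*. Without *β-cat LOF* control replicate 2 the *β-cat LOF* values were 0.13 for *Hand1*, −0.20 for *Zfpm2*, −0.28 for *Smarcd3* and −0.14 for *Tbx20*. All 4 rose in *Tbx1 LOF* when adjusted over the list alone (the heatmap genes of Fig 6B, which the study chose on these arrays), and none passed in rescue.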

Further, genes reduced in expression in both types of *LOF* mutants (S7 Fig) might not be relevant for the observed rescued phenotype since they were not normalized in rescue genotyped embryos. This suggests that other pathways are required for OFT development, and explains, in part, why complete rescue did not occur. Nonetheless it provides insights as to the nature of the relationship of the two genes, *Tbx1* and *β-catenin* as well as their independent functions.

## Discussion

### Tbx1 and β-catenin in the AHF

Loss of *β-catenin* using various pharyngeal mesoderm engineered *Cre* drivers, including *Mesp1-Cre* [38], *Nkx2-5-Cre* [39], *Isl1-Cre* [40, 41] and *Mef2c-AHF-Cre* [27] results in embryonic lethality due to the presence of cardiac outflow tract defects. The mechanisms mediating these abnormalities, in particularly within the pharyngeal mesoderm of the AHF, have not been well defined. This is especially important because there are many divergent and distinctive functions of β-catenin during cardiac development [42–45] [45] [38, 46, 47]. Our interest was to follow up on a previous study in which *Tbx1* expression was affected oppositely by loss or constitutively active *β-catenin* in the pharyngeal mesenchyme using a mesenchymal *Cre*, termed *Dermo*^*Cre*^ [28]. Based upon this finding, we investigated the two genes in the AHF tissue at stage E9.5, when the heart tube is elongating. We found that *β-catenin* promotes muscle differentiation in the AHF. We also found that *Tbx1* and *Wnt/β-catenin* act antagonistically to provide a balance of expression of pro-differentiation genes in the AHF that may be required for cardiac outflow tract development. This sheds new light onto the importance of the two genes in heart development as outlined in the model shown in Fig 7.

**Fig 7:**
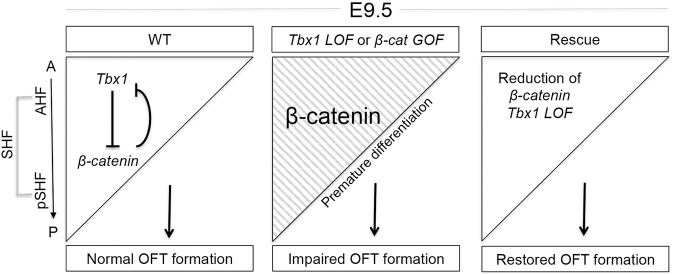
Model for Tbx1 and *β*-catenin function in the SHF. In the model, the triangle represents the *Mef2c-AHF-Cre* lineage and the *Tbx1* expression pattern, before migrating into the heart tube at E9.5. Left panel: *Tbx1* expression is strongest in the AHF and weakest in the posterior SHF (pSHF) while *Wnt/β-catenin* expression is opposite. Left panel depicts a possible double negative feedback loop between the two genes in the SHF, required for normal cardiac outflow tract (OFT) formation. Middle panel shows increased differentiation in the AHF when *Tbx1* is inactivated or *β-catenin* is constitutively active in the AHF. This results in premature differentiation within this tissue. Right panel depicts the rescue genotype in which both alleles of *Tbx1* and one allele of *β-catenin* was inactivated in the AHF. Significant rescue of heart defects was obtained. Abbreviations: A = anterior, P = posterior, OFT = outflow tract.

In the model in Fig 7, we illustrate the *Tbx1* expression domain in the SHF as a triangle, with the strongest expression anteriorly, in the AHF tissue and weakest in the posterior SHF. On the other hand, *Wnt/β-catenin* expression and function is strongest in the posterior SHF and weakest in the AHF, at E9.5 during mouse embryogenesis. In the panel on the left, we created a simple negative feedback loop, which is consistent with our findings in this study and previous findings using *Dermo*^*Cre*^ [28]. The center panel of the model illustrates the situation when *Tbx1* is inactivated or *β-catenin* is constitutively active in the AHF. Here, in these embryos differentiation occurs prematurely in the AHF, prior to reaching the heart tube (Fig 7, middle panel). This results in impaired cardiac outflow tract development.

In our study, we found that loss of *Tbx1* in the *Mef2c-AHF-Cre* domain, along with loss of one allele of *β-catenin* provided significant rescue of heart defects (Fig 7, right panel). This supports the importance of their interaction. However, rescue is not complete. An explanation for this is that *β-catenin* is only partially diminished when one allele is inactivated, such that complete normalization is not possible. Another explanation is that both *Tbx1* and *Wnt/β-catenin* act in many complex pathways in the AHF at this time point (E9.5), for which only the overlapping functions were normalized in rescued embryos [48–51]. Further, genes changing in expression at E9.5 may only be partially reflected in PTA defects observed at E12.5. We also note that the defects in the cardiac outflow tract between *Tbx1* loss and *β-catenin* gain in the *Mef2c-AHF-Cre* domain are different [27], supporting this idea. In particular, neonatal lethality occurs in *Tbx1 LOF* embryos due to the presence of a PTA, while gain of *β-catenin* results in mid-gestational lethality with a short, hypercellular outflow tract.

### Molecular mechanisms for *Tbx1* function

One of the main functions of *Tbx1* in the AHF is to maintain a progenitor state and restrict premature differentiation prior to reaching the elongating heart tube [22, 24]. Supporting this idea, constitutive overexpression of *Tbx1* in the *Mef2c-AHF-Cre* domain results in a decrease in expression of muscle differentiation genes [22]. Based upon our gene expression profiling data, we suggest that *Tbx1* may directly or indirectly, repress expression of key transcription factors that regulate this process i.e., it maintains the AHF cell fate. We suggest that there is a small decrease in AHF cell numbers but more importantly, a change in cell fate. Lack of observable morphology defects in the distal pharyngeal apparatus and lack of significant change in proliferation or apoptosis of the AHF progeny at E9.5 support this. Interestingly, in *Tbx1 LOF* mutant embryos, we found an increase in expression of genes required for cardiomyocyte specification, such as *Gata4*, *Tbx5* and *Smarcd3* (*Baf60c*) [52–55] [56–61] [35, 62–65]. 

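*Gata4* read 11.19 ± 0.32 (SD, n = 4) in *Tbx1 LOF* and 10.33 ± 0.31 (SD, n = 4) in controls on the log2 scale (exact permutation test, p = 0.0286). *Smarcd3* read 10.30 ± 0.18 (SD, n = 4) against 9.93 ± 0.09 (exact permutation test, p = 0.0286), and *Tbx5* read 10.92 ± 0.41 (SD, n = 4) against 10.34 ± 0.15 (exact permutation test, p = 0.0571). Of 23 cardiac transcription factors, 11 rose in *Tbx1 LOF*, 0 fell and 12 did not pass in limma when adjusted over the list alone, and 0 passed over all genes. Besides *Gata4* and *Smarcd3* these were *Gata5* (0.42), *Gata6*, *Hand1*, *Hand2* (0.25), *Myocd*, *Tbx2* (0.20), *Tbx20*, *Zfpm1* (0.26) and *Zfpm2*. *Tbx5* was not among them. The mean over the list was 0.26 (camera, adjusted p = 2.00e-17) and each mutant array exceeded each control array. With an estimated correlation the list passed (adjusted p = 0.0499), and with paired arrays (adjusted p = 0.148) or any single array left out (adjusted p = 0.0523 to 0.105) it did not. Without mutant replicate 1, 0 genes rose when adjusted over the list alone. Markers of liver, gut and mesothelium, 10 genes with a mean of 0.50, were measured in the same comparison, 5 of them higher when adjusted over the list alone.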

Tbx5 and Gata4 proteins are co-expressed and physically interact to regulate expression of downstream muscle structural protein genes [52] [53]. The combination of *Tbx5*, *Gata4* and *Smarcd3* are sufficient to differentiate mouse embryonic mesoderm to beating cardiomyocytes [54]. Another intermediate protein is Serum Response Factor (SRF), which directly promotes expression of genes encoding muscle structural proteins that were found increased in *Tbx1* null mutant embryos [22]. Inactivation of *Tbx1* resulted in expansion of expression of SRF protein but not mRNA [22]. Similarly, we did not find *Srf* expression levels altered in *Tbx1 LOF* embryos. 

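*Srf* read 10.98 ± 0.10 (SD, n = 4) in *Tbx1 LOF* and 10.97 ± 0.05 (SD, n = 4) in controls on the log2 scale, a log2 fold change of 0.01 (95% confidence interval −0.12 to 0.14; exact permutation test, p = 0.943). It was −0.05 in *β-cat LOF* and −0.02 in rescue, n = 4 arrays per group.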

Of interest, the above transcription factors may interact with SRF protein to induce differentiation [66], supporting a continued role of SRF in *Tbx1* biology [22] [36, 67]. Of interest, the *Wnt2*, *Tbx5*, *Tbx20*, *Gata4* and *Gata6* genes are expressed and have function in the posterior SHF for formation of the inflow tract. It is not yet known if any are directly or indirectly regulated by *Tbx1*.

An additional role of *Tbx1* may be to restrict posterior SHF fate in the AHF so as to maintain the appropriate sub-populations within the SHF for proper heart development. We previously found expression of these posterior SHF genes were greatly expanded in the AHF tissue in *Tbx1* global null mutant embryos [24] and were increased in the same tissue in the conditional mutant embryos by qRT-PCR. It was previously found that *Wnt2* and *Gata6* act in the same genetic pathway in the posterior SHF during heart development and when inactivated cause atrial septal defects among other anomalies [68, 69]. We observed an increase in expression, but did not identify atrial septal defects. Since we did not observe a severe morphological defect in *Tbx1 LOF* embryos at E9.5, we suggest that some of these molecular changes will then affect later development.

### Relation of mouse developmental biology to 22q11.2 deletion syndrome

One of the challenges in human genetics is to identify risk factors of complex traits, such as congenital heart disease [70, 71]. The 22q11.2DS, although rare in the general population, offers a relatively homogenous cohort to investigate the basis of variable phenotypic heterogeneity among affected individuals. Rare deleterious DNA variants altered in expression in *Tbx1 LOF* embryos and acting antagonistically to canonical *Wnt/β-catenin*, might act as genetic modifiers of CHD in 22q11.2DS. Examination of whole exome sequence of 22q11.2DS subjects [72] is underway with a larger cohort, to identify such variants connected to *Tbx1* and *Wnt/β-catenin* gene networks or pathways needed to provide proper balance of critical cell fate choices. The work here provides a basis in the near future to translate efforts to studies of human subjects.

### Summary

In this study, we showed that inactivation of *Tbx1* in the *AHF* using *Mef2c-AHF-Cre* allele, results in a PTA that is also observed in the most seriously affected 22q11.2DS (velo-cardio-facial/DiGeorge syndrome) patients. The PTA defect in *Tbx1* conditional loss of function mutant embryos, was partially, but significantly rescued by decreasing one allele of the *β-catenin* gene in this domain, and this also resulted in a normalization of gene expression changes specifically for muscle differentiation but not necessarily for other classes of genes. Thus, we conclude that *Tbx1* in the *Mef2c-AHF-Cre* domain acts antagonistically with *Wnt/β-catenin* in the SHF to modulate differentiation prior to entering the heart tube.

## Methods

### Mouse mutant alleles

The following mouse mutant alleles used in this study have been previously described:

*Tbx1*^*+/-*^ [7], *Tbx1*^*f/+*^ (flox = f) [73], *Tbx1-GFP* [34], *β-catenin*^*f/+*^ and *β-catenin*^*E3/+*^ [29, 30], *Mef2c-AHF-Cre/+* [18], *ROSA26-GFP*^*f/+*^ (RCE:loxP)[74] and *Wnt/β-catenin* signaling reporter mice (Tg(TCF/Lef1-HIST1H2BB/EGFP)61Hadj/J; TCF/Lef:H2B-GFP [75]. To generate *Mef2c-AHF-Cre/+;Tbx1*^*f/-*^ mutant embryos (*Tbx1 LOF*), *Mef2c-AHF-Cre/+* transgenic male mice were crossed to *Tbx1*^*+/-*^ mice to obtain male *Mef2c-AHF-Cre/+;Tbx1*^*+/-*^ mice that were then crossed with *Tbx1*^*f/f*^ females. Alternatively, to generate *Mef2c-AHF-Cre/+;Tbx1*^*f/f*^ mutant embryos, *Mef2c-AHF-Cre/+* transgenic male mice were crossed to *Tbx1*^*f/f*^ mice to obtain male *Mef2c-AHF-Cre/+;Tbx1*^*f/+*^ mice, and these were then crossed with *Tbx1*^*f/f*^ females. Wild type and *Me2fc-AHF-Cre/+;Tbx1*^*f/+*^ littermates were used as controls for the experiments (First Tbx1 LOF and rescue crosses, S1 Table). *Tbx1* gain of function embryos (*Tbx1 GOF*) were generated by crossing male *Mef2c-AHF-Cre/+* mice with *Tbx1-GFP*^*f/f*^ females. To generate *Mef2c-AHF-Cre/+;β-catenin*^*f/f*^ mutant embryos (*β-cat LOF)*, male *Mef2c-AHF-Cre/+* transgenic mice were crossed to *β-catenin*^*f/f*^ females to obtain male *Mef2c-AHF-Cre/+;β-catenin*^*f/+*^ mice that were then crossed with *β-catenin*^*f/f*^ females. *β-catenin* gain of function (*β-cat GOF)* embryos i.e, *Mef2c-AHF-Cre/+;β-catenin*^*E3/+*^ or male *Mef2c-AHF-Cre/+* transgenic mice were crossed to *β-catenin*^*E3/E3*^ females. Double mutant embryos were generated by addition of one copy of the *β-catenin*^*flox*^ allele to *Tbx1 LOF* embryos resulting in what we denote as rescue genotyped embryos. In this case, the females used for the experimental crosses were of the *Tbx1*^*f/f*^*;β-catenin* ^*f/f*^ genotype, which have been maintained as an inbred line deriving from a mixed C57Bl/6; Swiss Webster background. The reporter *ROSA26-GFP* ^*f/+*^ allele was added to the *Tbx1*^*f/f*^ and *Tbx1*^*f/f*^*;β-catenin* ^*f/f*^ lines when visualizing *Mef2c-AHF-Cre* lineage. To evaluate *Wnt/β-catenin* signaling in wild type embryos, *TCF/Lef*:*H2B-GFP/+* reporter mice were used.

The *Mef2c-AHF-Cre/+;Tbx1*^*f/+*^ and the *Mef2c-AHF-Cre/+;Tbx1*^*+/-*^ mice are congenic in Swiss Webster. The *Tbx1*^*f/f*^*;β-catenin*^*f/f*^ mice are in an inbred line, as above. The *Mef2c-AHF-Cre/+;Tbx1*^*+/-*^ x *Tbx1*^*f/f*^*; β-catenin*^*f/f*^ crosses were performed 2 years before the *Mef2c-AHF-Cre/+;Tbx1*^*f/+*^ x *Tbx1*^*f/f*^*; β-catenin*^*f/f*^ crosses. The *Tbx1*^*f/f*^ and *ROSA26-GFP*^*f/+*^ lines are congenic in Swiss Webster. The *β-catenin*^*E3/+*^ and *β-catenin*^*f/f*^ mice were in a mixed C57Bl/6; Swiss Webster background. To exclude the possibility that a strain background might affect the possible rescue by *β-catenin LOF* allele, half of both *Tbx1 LOF* and the rescue genotyped embryos were generated by using *Tbx1*^*f/+*^*;β-catenin*^*f/+*^ females (second *Tbx1 LOF* and rescue crosses; S1 Table). Here, both *Tbx1 LOF* and the rescue genotyped embryos were littermates. The PCR strategies for mouse genotyping have been described in the original reports and are available upon request. All experiments including mice were carried out according to regulatory standards defined by the NIH and the Institute for Animal Studies, Albert Einstein College of Medicine (https://www.einstein.yu.edu/administration/animal-studies/), IACUC protocol # 2013–0405.

### Ethics statement

Institutional Animal Care and Use Committee (IACUC) approved this research. The IACUC number is 20160507.

### Whole mount *in situ* hybridization

Whole-mount RNA *in situ* hybridization with non-radioactive probes was performed as previously described [76, 77], using PCR-based probes, *Tbx1* [78], *Wnt2* forward primer: 5’ TGGCTCTGGCTCCCTCTGCT 3’ and reverse primer: 5’ CAGGGAGCCTGCCTCTCGGT 3’ and *Wnt4* forward primer: 5’ CCGCGAGCAATTGGCTGTACC 3’ and reverse primer: 5’ TGGAACCTGCAGCCACAGCG 3’. Following whole-mount protocol, the embryos were fixed overnight in 4% paraformaldehyde (PFA) and then dehydrated through a graded ethanol series, embedded in paraffin and sectioned at 10 μm. Minimum of 5 embryos from 3 independent litters were analyzed per embryonic stage.

### Proliferation and apoptosis on tissue sections

After fixation as described above, frozen sections were obtained at a thickness of 10 μm and then permeabilized in 0.5% Triton X-100 for 5 min. Blocking was performed with 5% serum (goat or donkey) in PBS/0.1% Triton X-100 (PBT) for 1 hour. Primary antibody was diluted in blocking solution (1:500) and incubated for 1 hour. Proliferation of cells was assessed by immunofluorescence using the primary antibody anti-phospho Histone H3 (Ser10), a mitosis marker (06–570 Millipore). Sections were washed in PBT and incubated with a secondary antibody for 1 hour. Secondary antibody was Alexa Fluor 568 goat a-rabbit IgG (A11011 Invitrogen) at 1:500. Slides were mounted in hard-set mounting medium with DAPI (Vector Labs H-1500). Images were captured using a Zeiss Axio Observer microscope. To perform statistical analysis of cell proliferation, we first counted the Mef2c-AHF-Cre, GFP positive cells in the pharyngeal apparatus located behind the heart in embryo sections and then calculated the average cell counts per tissue section for each embryo. Then we counted all proliferating cells in each section and calculated the ratio of proliferating cells within the Mef2c-AHF-Cre lineage. Then, we estimated the mean and standard error of the average cell counts for controls, *Tbx1 LOF* and rescued embryos and compared them using the t-test. Apoptosis was assessed on 10 μm thick frozen sections by using TMR Red *In situ* Cell Death kit (2156792 Roche) following the manufacturer’s instructions. Natural GFP from the reporter or an antibody for GFP (Abcam 6290) was used to distinguish the AHF cells in both assays described above. Representations of the complete AHF region from at least 4 embryos per genotype from at least 3 independent litters were used in each assay.

### *Wnt/β-catenin* signaling in mouse wild type embryos

*Wnt/β-catenin* signaling reporter mice, *TCF/Lef*:*H2B-GFP* [75] were used to observe *Wnt/β-catenin* signaling by direct fluorescence of green fluorescent protein (GFP) in wild type embryos at embryonic day E9.5 (19–21 somite pairs). Mouse embryos were fixed and cryosectioned at 10 μm. Slides were mounted in hard-set mounting medium with DAPI to visualize DNA (Vector Labs H-1500). Images were then captured using a Zeiss Axio Observer microscope. Nuclear *Wnt/β-catenin* signaling was counted as the GFP positive signal that co-localized with the DNA. A minimum of 5 embryos from 3 independent litters was analyzed.

### Mouse embryo heart histology and phenotypic analysis

Mouse embryos were isolated in phosphate-buffered saline (PBS) and fixed in 10% neutral buffered formalin (Sigma Corp.) overnight. Following fixation, the embryos were dehydrated through a graded ethanol series, embedded in paraffin and sectioned at 5 μm. All histological sections were stained with hematoxylin and eosin using standard protocols. Staining was performed in the Einstein Histopathology Core Facility (http://www.einstein.yu.edu/histopathology/page.aspx). For *Tbx1 LOF* mutants, a total of 70 hearts at E14.5 were obtained from more than 50 independent crosses and analyzed morphologically using light microscopy. For the rescue crosses, 56 hearts at E14.5 were obtained and the Fisher’s exact test was performed to compare the proportion of rescued phenotypes observed between rescued genotype hearts and the *Tbx1 LOF* mutants.

### Direct fluorescence: *Mef2c-AHF-Cre* lineage tracing

Images were generated from GFP expressing embryos by direct fluorescence immediately following dissection. For tissue sections, embryos were fixed for 2 hours with embryos stage ≤ E10.5 (30–32 somite pairs). Fixation was carried out in 4% PFA in PBS at 4°C. After fixation, tissue was washed in PBS and then cryoprotected in 30% sucrose in PBS overnight at 4°C. Embryos were embedded in OCT and cryosectioned at 10 μm. Images were then captured using a Zeiss Axio Observer microscope.

### Gene expression profiling on microarrays

Embryos at E9.5 (19–21 somites pairs) were used for global gene expression studies. To obtain enough RNA for microarray hybridization experiments, microdissected AHFs (defined here as: pharyngeal arches 2–6) from 27 of each of the following genotypes: *Tbx1 LOF* and its control (*Tbx1*^*f/+*^), *Tbx1 GOF* and its control (*Tbx1-GFP/+*), *β-cat LOF* and its control (*β-catenin*^*f/+*^), *β-cat GOF* and its control (*β-cat*^E3/+^), rescue and its control (*Tbx1*^*f/+*^;*β-catenin*^*f/+*^), were pooled in groups of three or six according to the genotype. For this experiment we used controls that did not have *Cre*. Between 4–6 microarrays were performed per genotype in 2–3 batches. The tissue was homogenized in Buffer RLT (QIAGEN). Total RNA was isolated with the RNeasy Micro Kit according to the manufacturer’s protocol. Quality and quantity of total RNA were determined using an Agilent 2100 Bioanalyzer (Agilent) and an ND-1000 Spectrophotometer (NanoDrop), respectively. Biotinylated single-stranded cDNA targets were amplified from 100 nanograms (ng) starting total RNA using the Ovation RNA Amplification System V2 and FLOvation cDNA Biotin Module V2 (NuGEN). A total of 3.75 mg of cDNA was hybridized to the GeneChip Test3 array (Affymetrix) to test the quality of the labeled target. Nucleic acid samples that passed quality control were then hybridized to the Affymetrix Mouse GeneST 1.0 chip. Hybridization, washing, staining and scanning were performed in the Genomics Core at Einstein (https://www.einstein.yu.edu/research/shared-facilities/cores/46/genomics/) according to the Affymetrix manual.

### Microarray data analysis

Data analysis was performed in the R statistical package. GeneChip data were pre-processed by the ‘oligo’ package [79], which implements Robust Multichip Average (RMA) algorithm with background correction, quantile normalization and gene level summarization [80]. Afterwards, for convenience of comparison, only probe-set assigned to genes were kept for subsequent analysis. Multiple probe-sets for the same genes were collapsed by “average” to obtain a single measurement per gene [81]. As some arrays were assayed in different batches, we performed UPGMA (unweighted pair group method with arithmetic mean) clustering of samples by transcriptomic profile similarities based on the Spearman correlation coefficients. This analysis indicated clear batch effects, especially for *β-cat LOF* and *Tbx1 LOF* data (data not shown). Hence, we applied ComBat, an efficient batch effect removal approach, to remove batch effects [82]. This analysis detected some individual arrays of poor quality that were then excluded. In the end, to keep a balance between controls and mutants, we analyzed 4 arrays per genotype. The ‘Limma’ package was used for determining differential expression [83]. To address the issue that adjustment of batch effect by any linear model based approach (including ComBat) can introduce a systematic correlation structure in the data, which may lead to exaggerated confidence in differential expression analysis [84], we accounted for this correlation in Limma by adding ‘blocking for batch’ in the model. In the end, genes with p-values < 0.05 were further explored. The microarray data has been deposited to the GEO database (accession number: GSE78125).

### Quantitative RT-PCR

Embryos at E9.5 (19–21 somites pairs) were used for quantitative gene expression studies of microdissected AHFs from each of the following genotypes: *Tbx1 LOF* and its control (*Tbx1*^*f/+*^), *Tbx1 GOF*, *β-cat LOF*, *β-cat GOF* and rescue were pooled in groups according to genotype. *Tbx1*^*f/+*^ was used as control. To obtain enough total RNA and minimize the variability of gene expression in individual embryos, each biological replicate of RNA contained microdissected AHFs from six embryos of the same genotype at E9.5 collected from at least 3 independent litters. Three biological replicates were performed per genotype. The tissue was immediately frozen, samples were homogenized and total RNA was isolated with the RNeasy Micro Kit (Qiagen). Quality and quantity of total RNA was determined using an Agilent 2100 Bioanalyzer (Agilent) and a ND-1000 Spectrophotometer (NanoDrop), respectively. Single-stranded cDNA targets were amplified from 100 nanograms (ng) starting total RNA using the Ovation RNA Amplification System V2 and FL- Ovation cDNA Biotin Module V2 (NuGEN). The mRNA levels were measured using TaqMan Gene Expression assays (Applied Biosystems) for each gene and were carried out in triplicate using *18S* (RNA, 18S ribosomal 1), *Actb* (Actin, beta) and *B2m* (Beta-2-microglobulin) genes as normalization controls. TaqMan probes and primer sets were obtained from the Applied Biosystems Gene Expression Assay database (http://allgenes.com). Samples were processed in standard 96-well plates (20 ul final volume per reaction and each reaction in triplicate containing 25 ng of cDNA) on an ABI 7900HT Q-PCR apparatus. The SDS 2.2 software platform (Applied Biosystems) was used for the computer interface with the ABI 7900HT PCR System to generate normalized data, compare samples, and calculate the relative quantity. Statistical significance of the difference in gene expression was estimated using ANOVA and the two-tailed t-test independently when type of comparison allowed it.

### Web resources

http://www.omim.org

http://genome.ucsc.edu/

http://www.R-project.org

## Supporting information

S1 Table Embryo genotypes used as controls for Tbx1 LOF and rescue experiments (Figs 2 and 4). The control embryo genotypes are listed in the first column. N is the number of embryos examined for heart and aortic arch anomalies. The % that is of a normal phenotype is indicated. Those with defects are identical to what was previously published as indicated.
(PDF) Click here for additional data file.

S1 Fig *Tbx1* inactivation in *Tbx1 LOF* embryos. Whole mount *in situ* hybridization (WMISH) of *Tbx1* in a control embryo at embryonic day 9.5 (E9.5) and the corresponding sagittal section is shown in B. (C) WMISH of *Tbx1* in a AHF conditional mutant and the corresponding sagittal section is shown in D. 1 and 2 indicate the first and second pharyngeal arches, respectively. H&E histological sections of embryos at E12.5, control (E and F) and *Tbx1 LOF* (G and H). Abbreviations: heart (H), aorta (Ao), pulmonary trunk (PT) and persistent truncus arteriosus (PTA).
(PDF) Click here for additional data file.

S2 Fig Proliferation of AHF in control, *Tbx1 LOF* and rescue embryos. (A) Immunofluorescence images of sagittal sections to visualize the AHF lineage (GFP, green) and cell proliferation (anti-phospho Histone H3 (Ser10); red); in control, *Tbx1 LOF* and rescue embryos are shown. DAPI fluorescent stain to visualize nuclei and identify the tissue is shown in blue. Statistical analysis was performed to determine whether cell proliferation was the same or different between groups of embryos by two-tailed t-test, p value <0.05. Error bars = standard deviation (SD). Abbreviations: outflow tract (OFT), right ventricle (RV).
(PDF) Click here for additional data file.

S3 Fig Apoptosis of AHF in control, *Tbx1 LOF* and rescue embryos. (A) Immunofluorescence images of sagittal sections to visualize the AHF lineage (GFP, green) and apoptosis (TUNEL, red); in control, *Tbx1 LOF* and rescue embryos are shown. DAPI fluorescent stain to visualize nuclei and identify the tissue is shown in blue. Statistical analysis was performed to determine whether the number of dead cells was the same or different between groups of embryos by two-tailed t-test, p value <0.05. Error bars = standard deviation (SD. Abbreviations: outflow tract (OFT), right ventricle (RV).
(PDF) Click here for additional data file.

S4 Fig Detection of *Tbx1* and *β-catenin* by qRT-PCR in control, *Tbx1 LOF* and *β-catenin GOF* embryos. Statistical significance of the difference in gene expression was estimated using two-tailed t-test, FC = fold change, p values < 0.05. Note that *β-catenin* mRNA is not expected to have a significant change in the AHF of *β-catenin GOF* embryos due to be a constitutive protein activation.
(PDF) Click here for additional data file.

S5 Fig Posterior histology analysis of representative embryos with the “rescue” genotype. Additional transverse H&E histological sections of rescued hearts (*Tbx1 LOF* with loss of one allele of *β-catenin* in the *Mef2c-AHF-Cre* domain) at E14.5. (A—F) and (G–L) sections show two embryonic hearts with rescued septation between the two ventricles throughout the heart. Abbreviations: left atrium (LA), right atrium (RA), left ventricle (LV), right ventricle (RV).
(PDF) Click here for additional data file.

S6 Fig Full heatmap of gene expression changes in Tbx1 LOF, *β-catenin* and rescue genotypes (Fig 6B). Heatmap showing the expression changes for all genes differentially expressed (p < 0.01) between *Tbx1 LOF*, *β-catenin LOF* or rescue embryos vs their respective controls.
(PDF) Click here for additional data file.

S7 Fig Gene expression of cardiac morphogenesis genes. (A) Quantitative PCR was performed on micro-dissected *AHF of Tbx1 LOF*, *β-catenin LOF* and rescue embryos to detect the expression levels of selected genes known important for cardiac morphogenesis. *Tbx1*^*f/+*^ was used as control for expression plates due to number of genes tested and array design. Statistical significance of the difference in gene expression was estimated using ANOVA; p values < 0.05. Asterisks note those genes which expressions were, at least, significantly different between control and rescue embryos. FC = fold change. Error bars = standard deviation (SD).
(PDF) Click here for additional data file.

# Supplementary material for: Reduced dosage of β-catenin provides significant rescue of cardiac outflow tract anomalies in a Tbx1 conditional null mouse model of 22q11.2 deletion syndrome
**Source:** PLoS Genet. 2017 Mar 27;13(3):e1006687. doi: 10.1371/journal.pgen.1006687
**Supplement:** S1 Table — The control embryo genotypes are listed in the first column. N is the number of embryos examined for heart and aortic arch anomalies. The % that is of a normal phenotype is indicated. Those with defects are identical to what was previously published as indicated.

|                                                                                    |    |                  |                         |  |
|------------------------------------------------------------------------------------|----|------------------|-------------------------|--|
| S1 Table (Related to Figs. 2 and 4)                                                |    |                  |                         |  |
|                                                                                    |    |                  |                         |  |
| Embryo genotypes used as controls                                                  |    | Heart morphology |                         |  |
|                                                                                    |    |                  |                         |  |
|                                                                                    | N  | Normal (%)       |                         |  |
| <i>First Tbx1 LOF and rescue crosses</i>                                           |    |                  |                         |  |
| <i>Mef2c-AHF-Cre/+; Tbx1f/+; βcat f/+</i>                                          | 8  | 100%             |                         |  |
| <i>Mef2c-AHF-Cre/+; Tbx1f/+</i>                                                    | 10 | 100%             |                         |  |
|                                                                                    |    |                  |                         |  |
| <i>Second Tbx1 LOF and rescue crosses (to test for genetic background effects)</i> |    |                  |                         |  |
| <i>Mef2c-AHF-Cre/+; Tbx1f/+; βcat f/+</i>                                          | 3  | 100%             |                         |  |
| <i>Mef2c-AHF-Cre/+; Tbx1f/+</i>                                                    | 10 | 100%             |                         |  |
|                                                                                    |    |                  |                         |  |
| <i>Tbx1 f/+; βcat f/+</i>                                                          | 4  | 100%             |                         |  |
|                                                                                    |    |                  |                         |  |
| <i>Mef2c-AHF-Cre/+; βcat f/+</i>                                                   | 7  | 100%             | Same as Ai et al., 2007 |  |
| <i>Mef2c-AHF-Cre/+; βcat f/f</i>                                                   | 5  | 0%               | Same as Ai et al., 2007 |  |
| <i>βcat f/+</i>                                                                    | 2  | 100%             |                         |  |
| <i>Mef2c-AHF-Cre/+; βcat E3/+</i>                                                  | 3  | 0%               | Same as Ai et al., 2007 |  |
| <i>βcat E3/+</i>                                                                   | 4  | 100%             | Same as Ai et al., 2007 |  |

How the deposited data were processed for this re-analysis (not part of the article)

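Gene expression was measured on Affymetrix mouse Gene ST arrays in AHF tissue of embryos at E9.5, in 3 experiments of 4 mutant and 4 control arrays each: *Tbx1 LOF*, *β-cat LOF* and rescue, 24 arrays in all. Arrays of *Tbx1* GOF and β-cat GOF embryos, the qRT-PCR, the lineage counts and the heart phenotypes were not analysed here. The authors made the deposited log2 values from the array intensities by RMA in the oligo package, with background correction, quantile normalization across arrays and gene-level summarization. The version of oligo and the genome build are not given in the sources used here. The table held all probe sets, with values from 3.62 to 14.56 and none missing, so the paper's later steps of keeping probe sets of known genes and averaging them were done again here. ComBat and blocking for batch were not repeated, since the batch of each array is not given in the sources used here, and whether the values already include ComBat is not stated.

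From these values, 21789 probe sets with 1 gene symbol were kept, 1621 with several symbols and 12146 with none were left out, and probe sets of the same gene were averaged (999 genes had more than 1), which gave 19938 genes. Of their symbols, 19856 matched the reference gene table by gene identifier. Every array was used, and no filter on low values was applied. Array medians over all probe sets lay between 8.00 and 8.14. The number of arrays limits the precision. The median residual SD was 0.112 over all genes and 0.346 over the sarcomere genes. The 0.346 includes the *β-cat LOF* controls, whose sarcomere mean had an SD of 0.72, and enters every comparison. Differential expression was tested with limma 3.58.1 in R 4.3.3, in 1 fit with 6 group means, as mutant minus its own control. The change in *Tbx1 LOF* was also compared directly with that in *β-cat LOF* and with that in rescue. Adjusted p-values are from the Benjamini-Hochberg method over all 19938 genes, or over a list's measured genes where the text says adjusted over the list alone. The study's threshold, an unadjusted p under 0.05 and a fold change over 1.5, was applied to the same fit. The standard errors are limma's moderated ones. Values of single genes and of list means were also compared between arrays by two-sided exact permutation tests, of which 4 arrays against 4 allow no p below 0.0286. The counts of genes whose 4 mutant and 4 control arrays did not overlap were 264 higher and 194 lower in *Tbx1 LOF*, 410 and 157 in *β-cat LOF*, and 147 and 446 in rescue, where chance gives 284.8 each way. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

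Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes and again with the correlation estimated from the data, each adjusted over 140 tests (28 lists in 5 comparisons), and with fry. The lists were 3 taken from the study (the heatmap of Fig 6B, the labels of Figs 1I and 3, and the qRT-PCR genes of Fig 3C) and 25 others: cardiac sarcomere; calcium handling and conduction; smooth muscle; cardiac transcription factors; anterior heart field progenitors; posterior SHF and inflow; canonical Wnt targets; Wnt ligands, receptors and secreted regulators; BMP signalling; FGF ligands and feedback targets; the retinoic acid pathway; branchiomeric muscle progenitors; cell cycle; p53 targets and apoptosis; mouse genes of the 22q11.2-homologous region; and markers of heart tube, neural crest, pharyngeal endoderm, surface ectoderm, endothelium, erythroid cells, macrophages, neural tube, liver with gut and mesothelium, and the sex chromosomes. Some list members had no probe set with 1 symbol and were not analysed here. The lists, the main tests, the thresholds, the alternatives and the counts over other splits of the arrays were fixed before the data were examined. Exceptions were 2 alternatives and the other tests of explanations, which were added later and are marked so. Genes named in the text are those at an adjusted p under 0.05 whose mutant arrays all lay beyond all controls, up to 12 in each direction with the largest fold change, those the study names for these arrays, and members of the lists. Any other gene is marked as chosen after its values were seen. The 1784 genes at an unadjusted p under 0.05 in *Tbx1 LOF* or *β-cat LOF* were sorted and grouped by 50 as in Fig 6A. Sets of genes for the rescue comparison used a fold change over 1.3, as the paper states.

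Mutant and control arrays of an experiment carry the same replicate numbers. Their deviations from the group means correlated by 0.157 to 0.494 in all 4 pairs of the *Tbx1* experiment, so the numbers were taken to pair the arrays there, as a pairing found in the data rather than stated by the labels. It is uncertain, since 1 of the 4 correlated best with its own number. The fit with these pairs has 9 residual degrees of freedom, against 18 in the main fit. In the β-cat and rescue experiments some pairs were at or under 0.1, and the number was treated as a label only. In the *Tbx1* experiment, mutant and control arrays numbered 1 and 2 deviated together, as did those numbered 3 and 4 (mean correlation of 0.369 between mutant and control arrays of the same group, against 0.220 in the β-cat and 0.0339 in the rescue experiment). Values within the groups are given beside the main results. Alternatives were fits on the arrays of the comparison alone, the probe set with the highest mean per gene, the lowest 40% of genes by mean value left out, a second quantile normalization, arrays shifted to the same median, an eBayes fit with trend and robust prior, array weights, same-numbered arrays as a block, batches from UPGMA clustering as a block, other thresholds and each array left out in turn. UPGMA clusters held both genotypes, as a block needs, in the *Tbx1* experiment. The fit was tested on simulated data in which a set of genes had known changes, and the shares recovered are given for each experiment. At a log2 of 0.5 these were 57, 59 and 61 of 67 genes for *β-cat LOF*, *Tbx1 LOF* and rescue, too close to rank the experiments. They do not give the recovery of the more variable muscle genes. The controls were embryos without Cre according to the methods, while the labels of the arrays name wild type and Cre-carrying littermates. The comparison with controls is reported as the files group them.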

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

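The tests of heart tube tissue, array level, posterior tissue, selection, single control arrays and lists without *Tbx1* below were chosen after the results were seen. The counts over other splits of the arrays were planned.

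Muscle genes had a mean log2 change of −0.69 in *β-cat LOF* (37 sarcomere genes). Shifting each array to the same median left the mean at −0.69, which decides nothing about a level difference between arrays, since the values were already quantile normalized and the shift moved almost nothing. Heart tube tissue in the control pools, which the paper's dissection left out, stays open: control replicate 2 read 12.56 for *Myl2* and 10.51 for *Irx4*, ventricular genes, against at most 10.09 and 8.61 in any other control array of the series, and the 4 *β-cat LOF* controls lay 0.89 above the 8 other controls in sarcomere genes (exact permutation test over 495 arrangements, p = 0.00202). The *β-cat LOF* arrays lay 0.20 above those 8 controls (exact permutation test, p = 0.117), with a spread between arrays (SD 0.14 and 0.20) that decides neither way, and without control replicate 2 the change was −0.35 (camera, adjusted p = 8.40e-19). Loss of β-catenin, which the design names, and a difference in dissected heart tube tissue may each account for the change and cannot be told apart here; 7 of the 14 heart tube genes are also in the sarcomere list and 5 in a list of the study.

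Muscle genes had a mean log2 change of 0.54 in *Tbx1 LOF*. Ventricular myocardium in the mutant pools stays open. *Myl2*, *Irx4* and *Hey2* changed by 0.13 on average, which differs from the sarcomere genes by −0.41 (exact permutation test, p = 0.0286). *Irx4* (−0.05, SE 0.27) and *Hey2* (−0.09) lay near 0. *Myl2* (0.52, SE 0.55) had a value near the sarcomere mean, but its error separates it neither from that mean nor from 0. More posterior tissue in the mutant pools stays open too: markers of liver, gut and mesothelium had a mean of 0.50, and with their array values as a covariate the sarcomere change was 0.18. Within groups the sarcomere and these marker values correlated over the 24 arrays with r = 0.556 (permutation test, p = 0.0905) and rho = 0.239 (p = 0.333), and with r = 0.0569 without the 2 arrays farthest from the median, so the relation rests on those arrays. Loss of *Tbx1*, which the design names, and the tissue content of the pools could each account for the 0.54 and cannot be told apart; 2 of the 10 markers are held by other lists, 0 were chosen by the study, and *Afp* read 8.99 ± 0.92 (SD, n = 4) in *Tbx1 LOF* and 7.59 ± 0.70 in controls.

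Muscle genes lay nearer to control in rescue than in *Tbx1 LOF*. Selection of the genes on the same *Tbx1 LOF* arrays was tested with sets chosen on a pair of replicates: on the arrays not used for the choice the *Tbx1 LOF* mean still exceeded the rescue mean by 0.34 (SE 0.28) and 0.36 (SE 0.29), which the error does not separate from 0. A sarcomere-rich rescue control replicate 2 was tested by leaving it out, and the rescue change of the list was then 0.23 (SE 0.26). These errors pool the spread of all 6 groups. In the sarcomere mean the SD was 0.72 in the *β-cat LOF* controls, against 0.15 in rescue and 0.25 in its controls. With errors that hold the spread of another experiment, neither test decides. Less posterior tissue in the rescue pools was tested with the same markers, which fell with the muscle genes from 0.50 in *Tbx1 LOF* to 0.07 in rescue; with their array values as a covariate the sarcomere difference between *Tbx1 LOF* and rescue went from 0.42 to 0.11, on the relation between arrays described above. None of these tests excludes its explanation, and the genotype of the rescue embryos, selection, this control array and the tissue content may each contribute and cannot be told apart.

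Over the 35 splits of the 8 arrays of an experiment, chance could not be excluded for any count of genes above 0. For *Tbx1 LOF*, 4 splits gave at least the real 6 genes at an adjusted p under 0.05 (highest other 4275) and 2 gave at least the real 65 genes at the study's threshold (highest other 121). The split of arrays numbered 1 and 2 against 3 and 4 gave both of the highest counts, which points to a structure of the samples. Among the 8 splits that part all 4 pairs of same-numbered arrays, the real split was highest, with 6 against 0 and 65 against 45. For *β-cat LOF* the real 90 was met or passed by 3 splits (highest other 135), and the split of replicate numbers gave 93. For rescue 20 splits gave at least the real 2 (highest other 7). Among the 8 splits that part same-numbered arrays, the real *β-cat LOF* count was highest, with 90 against 54. In rescue 6 of those 8 gave at least the real 2. The numbers were not taken as pairs in these 2 experiments, so chance stays open. The real 0 at an adjusted p under 0.05 in *β-cat LOF* (highest other 800, from the same split of replicate numbers) and in rescue (highest other 0) is met by all 35 splits by construction, so it says nothing about chance. Over 100 drawn splits of the 16 arrays, 7 gave at least the 10 genes that differed between *Tbx1 LOF* and *β-cat LOF* (highest other 3268), 73 at least the 1784 genes of either comparison (highest other 7352), and 11 a correlation as far from 0 as −0.398 (highest other 0.535), so chance could not be excluded for these either. The 0 between *Tbx1 LOF* and rescue (highest other 1166) is met by all 100 by construction. Several of these splits called many times the real count, which again points to a structure of the samples. Splits that part same-numbered arrays were not counted separately for these results, so the draws do not set chance apart from that structure.

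In 9 of 252 groups of 4 arrays, over 28 lists and 14 genes, an array stood far from the other 3 (chance gives about 1 in 20). The gap to the nearest array, as a share of the group's range, was 0.856 for *β-cat LOF* replicate 1 in calcium handling genes, 0.878 for *Tbx1 LOF* control replicate 1 and 0.851 for *β-cat LOF* replicate 4 in canonical Wnt targets, 0.896 for *Tbx1 LOF* replicate 1 in surface ectoderm markers, 0.845 for *Tbx1 LOF* control replicate 1 and 0.970 for rescue replicate 4 in macrophage markers, 0.953 for *β-cat LOF* control replicate 2 in neural tube markers, 0.850 for rescue control replicate 1 in sex chromosome genes and 0.887 for *Tbx1 LOF* control replicate 3 in *Ecm1*.

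The change in *Tbx1 LOF* differed from that in *β-cat LOF* for 10 genes in limma, each at an adjusted p of 0.0439: *Tecrl* by 2.04, *Crip1* by 1.49, *Bves* by 1.31, *Myl4* by 1.05, *Cck* by 1.05, *Ecm1* by 0.78, *Exoc3l4* by −0.45, *Prkcb* by −0.66, *Gfra1* by −0.71 and *Tbx1* by −0.72. It differed by list, from camera with an estimated correlation, for the heatmap genes of Fig 6B by 1.52 and the labels of Figs 1I and 3 by 2.15 (adjusted p = 0.0340 for each, both chosen by the study on these arrays), and for sarcomere genes by 1.23, cardiac transcription factors by 0.49 and heart tube genes by 1.38. With single arrays left out the calls of the 2 study lists held in 9 of 16 fits and those of the other 3 in 4 of 16, and with paired arrays all 5 were lost (adjusted p = 0.148 for the 2 study lists).

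A change with an adjusted p under 0.05 and an estimated correlation was also present in 3 lists that the paper's array results do not discuss as groups: AHF progenitors in *Tbx1 LOF* (mean −0.16, adjusted p = 0.0399), branchiomeric muscle progenitors in *Tbx1 LOF* (−0.15, adjusted p = 0.0442) and endothelium in *β-cat LOF* (−0.13, adjusted p = 0.0448). With paired arrays each of the 3 had an adjusted p of 0.154. The first 2 lists hold *Tbx1*, the inactivated gene, and without it their means were −0.13 (adjusted p = 0.0514) and −0.09 (adjusted p = 0.152), and both calls were lost. With single arrays left out the 3 calls held in 2, 0 and 4 of 8 fits.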

How the results depend on the processing

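Of the left-out arrays and the alternatives below, the batch block of replicates 1 and 2 against 3 and 4 and the fit without the 3 arrays highest on the first principal component (*Tbx1 LOF* 3, *β-cat LOF* 4, rescue control 3; not *β-cat LOF* control 2, which lay far out on the other side) were chosen after seeing the data. Over 20 main results, 201 of 228 alternatives and 220 of 256 left-out arrays stayed on the same side of the threshold, within the spread between arrays or, for a count, within 1.5 times, and no called value reversed. Among these *Ctnnb1*, near 0, had another sign in 3 fits in *β-cat LOF* and 4 in *Tbx1 LOF*. For the named genes, 12592 of 12660 alternatives stayed on the same side, 30 newly passed an adjusted p of 0.05, 38 no longer passed and 489 had another sign. Most of these could not lose a call, since the main fit called 6 genes in *Tbx1 LOF* and 0 in *β-cat LOF* and rescue. The 38 come from its few calls, so the 12592 say little about how stable those calls were. No alternative or left-out array ended camera's call at the preset correlation for sarcomere genes in *Tbx1 LOF* (0.46 to 0.60 with an array left out) and *β-cat LOF* (−0.88 to −0.35). With an estimated correlation neither passed in the main fit. With single arrays left out the list then passed in 3 of 8 fits in *β-cat LOF* and in 0 of 8 in *Tbx1 LOF*. Within the spread between arrays stayed the correlation of the 2 comparisons and, in rescue, the medians of the 78 genes (0.10 to 0.29 over alternatives and left-out arrays) and of the 8 lower in both (−0.15 to −0.03) and the mean of the highest group of 50 (0.13 to 0.38).

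At an adjusted p under 0.05, *Tbx1 LOF* (6) gave 0 genes when fitted on its own arrays and 0 with the replicate block, *β-cat LOF* (0) gave 2 with the replicate block and 1 with the batch block, rescue (0) gave 1 with array weights, and the difference of *Tbx1 LOF* and *β-cat LOF* (10) gave 0 on its own arrays, 0 with quantile normalization, 0 with shifted medians, 0 with trend and robust prior, 0 with array weights, 0 without those 3 arrays, 2 with the replicate block and 142 with the batch block. At the study's threshold *β-cat LOF* (90) gave 34 with array weights, and rescue (2) gave 10 on its own arrays, 14 with weights, 9 with the replicate block, 7 with UPGMA batches and 7 with the batch block. The genes of either comparison (1784) were 1088 without dim genes and 465 at p under 0.01, where fewer genes are tested or pass by construction, 2624 with the replicate block and 2684 with the batch block. The rescue median of genes up in *β-cat LOF* (0.32) was 0.52 with the replicate block, 0.54 with the batch block, 0.14 without those 3 arrays and 0.20 with array weights. The sarcomere mean in rescue was 0.0586 without those 3 arrays (adjusted p = 0.233, range 4.66e-05 to 0.233). *Tbx1* in *Tbx1 LOF* kept −0.64 on its own arrays (adjusted p = 0.185) and −0.64 with the replicate block (adjusted p = 0.122), range 0.00266 to 0.185. Apart from the smaller sets of genes or arrays, the cause was not tested.

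With single arrays left out, the adjusted counts ranged from 0 (without *Tbx1 LOF* 1) to 32 (without *Tbx1 LOF* 2) in *Tbx1 LOF*, 0 to 42 (without control 4) in *β-cat LOF*, 0 to 169 (without *β-cat LOF* control 4) for their difference and 0 to 1 for *Tbx1 LOF* minus rescue. Counts at the study's threshold ranged from 33 to 90 in *Tbx1 LOF*, 28 (without control 2) to 151 (without control 4) in *β-cat LOF* and 1 to 6 in rescue. The rescue median of genes up in *β-cat LOF* ranged from 0.0184 (without *β-cat LOF* 1) to 0.43, the sarcomere mean in rescue from 0.0512 to 0.23 and *Tbx1* in *Tbx1 LOF* from −0.69 to −0.55.

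In the β-cat and rescue experiments same-numbered arrays correlated by 0.0889 to 0.479 and −0.0638 to 0.256, 2 and 1 of the 4 pairs best with their own number. In the *Tbx1* experiment, where all pairs were above 0.1, 1 of 4 was best with its own number, so the pairing there is uncertain too. Among list tests the replicate block also ended or gave calls with the preset correlation for p53 targets (adjusted p from 0.0814 to 0.0296) and neural crest (0.0417 to 0.0502) in *β-cat LOF* and for AHF progenitors in *Tbx1 LOF* minus rescue (0.0117 to 0.0650). With an estimated correlation, the labels of Figs 1I and 3 in *β-cat LOF* had 0.148. Apart from these and the values given with the results, the block changed no other call.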

Differences from the paper's values

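The paper gives 3,636 genes at an unadjusted p under 0.05 in either *Tbx1 LOF* or *β-cat LOF* (legend of Fig 6A), where the fit of all arrays here gave 1784. The paper applied ComBat and blocked for batch, and neither was done in this fit. Of 26 alternatives set before the data were examined, 25 differed from the paper's count by over 1.5 times (lowest 1088, or 465 at an unadjusted p under 0.01, which is not the paper's threshold) and 1, same-numbered arrays as a block, did not, with 2624. A block of replicates 1 and 2 against 3 and 4, chosen after seeing the values, gave 2684. The paper's list of these genes was not used here, so how many of its called genes either block drops is not known.

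The paper describes the genes with the largest increase in *Tbx1 LOF* as muscle structural genes. Of the 55 genes higher at the study's threshold, 14 were in the sarcomere list. Of the 10 with the largest increase, 4 were (*Tnni3*, *Myh6*, *Smpx* and *Actn2*) and *Nppa* and *Slc8a1* are also heart genes, and 5 of the 10 are labelled in Figs 1I and 3, while *Afp* (1.39) and *Ttr* (1.34), which are liver markers, stood above *Nppa* (1.32). In *β-cat LOF* 5 of the 10 genes with the largest decrease were sarcomere genes and *Nppa* was the lowest.

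The paper describes muscle genes as normalized in rescue at a stated p. Tested as the difference between the *Tbx1 LOF* and rescue effects, 0 of the 24 heatmap genes of Fig 6B passed when adjusted over the list alone, and *Hand1* and *Sfrp5* did at an unadjusted p under 0.05. All 24 had a smaller value in rescue than in *Tbx1 LOF*, among them the 4 that the paper calls not normalized.

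The paper lists *Hand1*, *Zfpm2*, *Smarcd3* and *Tbx20* as not normalized, from the arrays and from qRT-PCR on other pools against *Tbx1* f/+ controls, an assay not analysed here. On the arrays their rescue values were −0.03, 0.09, 0.12 and 0.19, −5.6% to 31.4% of the *Tbx1 LOF* value. Muscle genes of the same heatmap lay both above and within that range. Above it were *Nppa* (80.5%), *Myh6* (68.3%), *Actc1* (58.9%), *Tnni3* (48.0%), *Myl7* (45.1%) and *Ttn* (33.8%). Within it were *Tnni1* (27.3%), *Myl1* (23.8%), *Tnnc1* (15.6%), *Myl3* (14.2%) and *Acta1* (−2.8%). The paper also shows *Hand1* as lower in *β-cat LOF*, where it was −0.00 here, while *Zfpm2*, *Smarcd3* and *Tbx20* were lower, at −0.35, −0.42 and −0.45.

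For genes increased in *β-cat LOF*, where the paper reports less normalization, the rescue median was 0.32 against 0.59 in *β-cat LOF*. The paper reports β-catenin mRNA as significantly increased in *Tbx1 LOF* by qRT-PCR, which was not analysed here. On the arrays *Ctnnb1* was 0.976-fold there, with a 95% confidence interval of 0.897 to 1.06.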

Other observations

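Apart from the planned counts over other splits of the arrays, the explanations of patterns were weighed with tests chosen after the results were seen. The average of the 3 effects given below was also chosen then.

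Progenitor genes of the AHF ran opposite to the muscle genes in *Tbx1 LOF*. Of 18 genes, 10 fell, 1 rose (*Hand2*, 0.25) and 7 did not pass in limma when adjusted over the list alone, and *Tbx1* alone passed over all genes. The 10 were 5 without control replicate 1 and 6 without mutant replicate 1. Without *Tbx1* the list mean was −0.13 and camera's call with an estimated correlation was lost (adjusted p = 0.0514). It was also lost with paired arrays (adjusted p = 0.154). In the same comparison neural crest markers had a mean of −0.16, neural tube genes −0.18 and markers of liver, gut and mesothelium 0.50. Besides *Tbx1* the 10 were *Ripply3* (−0.39), a *Tbx1* cofactor, *Fgf10* (−0.39), a growth factor of the second heart field, the transcription factors *Six2* (−0.38), *Foxc1* (−0.29), *Foxc2* (−0.25) and *Eya1* (−0.24), the guidance signal *Sema3c* (−0.28), and the chemokine *Cxcl12* (−0.27) with its receptor *Cxcr4* (−0.25). In rescue *Fgf10* (−0.47, SE 0.11) and *Tbx1* fell, 0 rose and 16 did not pass when adjusted over the list alone, with a mean of −0.07 (camera, adjusted p = 0.0305; adjusted p = 0.180 with an estimated correlation; without *Tbx1* −0.06 and camera, adjusted p = 0.169), and every rescue array lay below every control (exact permutation test, p = 0.0286). In *β-cat LOF* the mean was 0.03 and 0 of 18 passed. Of the branchiomeric muscle progenitors, *Tbx1* itself and *Myf5* (−0.33), a myogenic factor, fell in *Tbx1 LOF*, 0 rose and 8 did not pass when adjusted over the list alone. Without *Tbx1* the mean there was −0.09, 1 of 9 fell, and camera with an estimated correlation gave adjusted p = 0.152. The means of the full list in *β-cat LOF* and rescue were 0.04 and −0.07. FGF genes had means of −0.10 in *Tbx1 LOF*, 0.10 in *β-cat LOF* and −0.09 in rescue (camera, adjusted p = 9.59e-05, 0.00925 and 5.94e-04; adjusted p = 0.145, 0.324 and 0.179 with an estimated correlation). *Fgf9* (−0.27) and *Fgf10* fell in *Tbx1 LOF* and *Fgf10* in rescue when adjusted over the list alone. Neither passed in *Tbx1 LOF* without mutant replicates 3 or 4, and the *β-cat LOF* mean was 0.06 without control replicate 2. In the retinoic acid pathway *Rbp4* (0.91), the retinol carrier made in liver, rose, while *Rxrg* (−0.45) and *Cyp26c1* (−0.51), a retinoic acid-degrading enzyme, fell in *Tbx1 LOF* when adjusted over the list alone. In rescue 1 gene of this list fell and 0 rose when adjusted over the list alone. The means were −0.07 in *Tbx1 LOF*, −0.06 in *β-cat LOF* and −0.02 in rescue. With single arrays left out they were −0.10 to −0.04, −0.09 to −0.02 and −0.05 to −0.0005.

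Canonical Wnt target genes did not pass in *β-cat LOF*, with *Axin2* at 0.01 and *Lef1* at −0.02 and a mean of 0.03 over 20 genes (camera, adjusted p = 0.744; adjusted p = 0.868 with an estimated correlation), and 0 of 20 had an unadjusted p under 0.05 in limma. Endothelial markers had a mean of −0.13 in *β-cat LOF*, with 0 of 16 passing when adjusted over the list alone and 7 lower at an unadjusted p under 0.05, among them *Tek* (−0.37), an angiopoietin receptor, and *Pecam1* (−0.24). In *Tbx1 LOF* *Etv2* (−0.45), a factor of early endothelium, fell when adjusted over the list alone, and the means in *Tbx1 LOF* and rescue were −0.03 and −0.02. Genes of the posterior SHF had means of 0.19 in *Tbx1 LOF*, −0.21 in *β-cat LOF* and 0.16 in rescue (camera, adjusted p = 0.00377, 6.24e-04 and 1.55e-10; adjusted p = 0.357, 0.268 and 0.0607 with an estimated correlation). *Wnt2* and *Sfrp5* rose in *Tbx1 LOF* when adjusted over the list alone and 0 of 17 passed in the other two, and in rescue 16 of 17 were positive. Over fits without a single array the means were 0.12 to 0.26 in *Tbx1 LOF*, where 0 passed without mutant replicate 1 and 5 without mutant replicate 2, −0.30 to −0.13 in *β-cat LOF*, where up to 3 fell, and 0.13 to 0.23 in rescue.

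Of the 6 genes called in *Tbx1 LOF*, the rescue value was 0.35 (SE 0.09) for *Aqp7*, −0.35 (SE 0.09) for *Prkcb*, −0.31 (SE 0.09) for *Tbx1*, −0.29 (SE 0.09) for *Gfra1*, −0.21 (SE 0.07) for *Nrg1* and 0.05 (SE 0.11) for *Cldn1*. All but *Cldn1* had an unadjusted p under 0.05 in rescue and none passed over all genes. The difference between *Tbx1 LOF* and rescue was −0.67 (SE 0.16) for *Cldn1* and did not pass over all genes either. At an unadjusted p under 0.05, 8 genes were lower in both single mutants, with medians of −0.25 in *Tbx1 LOF*, −0.23 in *β-cat LOF* and −0.09 in rescue, where 7 of the 8 were negative and the median was −0.03 without rescue control replicate 1. The paper's statement on genes reduced in both rests on qRT-PCR of other pools and selected genes. Averaged over the 3 mutants, *Aqp7* was the single gene called (0.39, adjusted p = 0.00254 from limma).

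The other lists, in the order *Tbx1 LOF*, *β-cat LOF* and rescue, had the following mean log2 changes. Cell cycle genes had −0.04, 0.01 and −0.00 and p53 targets −0.01, −0.05 and −0.00, with 0 of 25 and 0 of 14 passing in limma in any of the 3 and, at an unadjusted p under 0.05, 0 cell cycle genes and 1 p53 target. Genes of the 22q11.2-homologous region had −0.03, 0.00 and −0.02, with *Tbx1* alone lower in *Tbx1 LOF* when adjusted over the list alone. Neural crest markers had −0.16 (camera, adjusted p = 9.31e-06; adjusted p = 0.0607 with an estimated correlation), 0.09 and −0.02, with 0 of 11 passing. Pharyngeal endoderm had −0.01, 0.09 and −0.01, with *Krt8* (0.27) higher and *Pax9* (−0.36) lower in *Tbx1 LOF* and *Trh* (0.24) higher in *β-cat LOF* when adjusted over the list alone; 0 passed in *Tbx1 LOF* without mutant replicate 1 and in *β-cat LOF* without mutant replicate 3 or control replicate 1. Surface ectoderm had −0.00, 0.05 and −0.05, macrophages 0.00, −0.00 and −0.02, and erythroid cells 0.19 (camera, adjusted p = 3.89e-06; adjusted p = 0.219 with an estimated correlation), 0.01 and 0.01, with 0 genes passing. Liver, gut and mesothelium had −0.26 in *β-cat LOF* (−0.07 without control replicate 2) and 0.07 in rescue (−0.02 without mutant replicate 3 to 0.15 without mutant replicate 1), with 0 of 10 passing in either. The 4 sex chromosome genes had −0.73, −0.06 and −0.28 with 0 passing, and all 4 *Tbx1 LOF* pools lay below their controls in this mean (exact permutation test, p = 0.0286). The −0.28 was −0.49 to −0.04 with single arrays left out. The 26 qRT-PCR genes of Fig 3C, chosen by the study in part on these arrays and not independent evidence, had 12 higher and 10 lower in *Tbx1 LOF*, 1 higher and 7 lower in *β-cat LOF* and 3 lower in rescue when adjusted over the list alone, with means of 0.22, −0.42 and 0.10. Leaving out single arrays gave 7 to 12 and 8 to 11, 0 to 1 and 3 to 11, and 1 to 3 lower in rescue, with a rescue mean of 0.05 to 0.18.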
